# Functionally distinct patterns of nucleosome remodeling at enhancers in glucocorticoid-treated acute lymphoblastic leukemia

**DOI:** 10.1186/s13072-015-0046-0

**Published:** 2015-12-02

**Authors:** Jennifer N. Wu, Luca Pinello, Elinor Yissachar, Jonathan W. Wischhusen, Guo-Cheng Yuan, Charles W. M. Roberts

**Keywords:** Chromatin remodeling, Nucleosome, Glucocorticoid receptor, Transcription enhancer, Transcription regulation, ChIP-seq

## Abstract

**Background:**

Precise nucleosome positioning is an increasingly recognized feature of promoters and enhancers, reflecting complex contributions of DNA sequence, nucleosome positioning, histone modification and transcription factor binding to enhancer activity and regulation of gene expression. Changes in nucleosome position and occupancy, histone variants and modifications, and chromatin remodeling are also critical elements of dynamic transcriptional regulation, but poorly understood at enhancers. We investigated glucocorticoid receptor-associated (GR) nucleosome dynamics at enhancers in acute lymphoblastic leukemia.

**Results:**

For the first time, we demonstrate functionally distinct modes of nucleosome remodeling upon chromatin binding by GR, which we term central, non-central, phased, and minimal. Central and non-central remodeling reflect nucleosome eviction by GR and cofactors, respectively. Phased remodeling involves nucleosome repositioning and is associated with rapidly activated enhancers and induction of gene expression. Minimal remodeling sites initially have low levels of enhancer-associated histone modification, but the majority of these regions gain H3K4me2 or H3K27Ac to become de novo enhancers. Minimal remodeling regions are associated with gene ontologies specific to decreased B cell number and mTOR inhibition and may make unique contributions to glucocorticoid-induced leukemia cell death.

**Conclusions:**

Our findings form a novel framework for understanding the dynamic interplay between transcription factor binding, nucleosome remodeling, enhancer function, and gene expression in the leukemia response to glucocorticoids.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-015-0046-0) contains supplementary material, which is available to authorized users.

## Background

Glucocorticoids have been mainstays of treatment for a variety of malignant, autoimmune, and inflammatory diseases for many decades. Glucocorticoids are critical components of therapy for acute lymphoblastic leukemia (ALL), and resistance to glucocorticoid-induced cell death is associated with poor prognosis in childhood ALL [1, 2]. Dexamethasone is a widely used synthetic glucocorticoid that binds to the glucocorticoid receptor (GR) in the cytosol and induces receptor dimerization and nuclear translocation. Like other nuclear hormone receptors such as androgen receptor (AR) and estrogen receptor (ER), ligand-bound GR engages chromatin and acts as a transcription factor. The signaling and transcriptional responses of lymphoid cells to glucocorticoids have been subject to intensive study, yet the chromatin changes linking GR binding to transcriptional changes remain incompletely understood. We set out to explore the dynamics of dexamethasone-induced chromatin remodeling at enhancers in the RS4; 11 B cell ALL cell line.

Enhancers are generally defined as non-promoter DNA elements that contribute to modulation of gene expression. The human genome is estimated to harbor hundreds of thousands enhancers, and the enhancers participating in transcriptional regulation differ extensively among cell types and stages of differentiation. Among the many unresolved questions surrounding enhancers are those of how nucleosome positioning and chromatin remodeling contribute to their modulation of gene expression [3]. In mammalian cells, nucleosome positioning has largely been studied at promoters. The transcriptional start sites of actively transcribed genes are characterized by a nucleosome free region. This nucleosome-free region is flanked by short arrays of 3–5 well-positioned nucleosomes, often described as phased [4, 5]. More recently, Gaffney et al. have described well-positioned nucleosome arrays flanking transcription factor binding sites within mammalian enhancers [6, 7]. In comparison, nucleosome dynamics remain far more mysterious. Although often depicted as tiny spools around which DNA is wound, nucleosomes bind DNA transiently [8]. The likelihood that a given segment of DNA is nucleosome-occupied at any given moment is thought to be affected by many factors, including DNA sequence, transcription factor binding, histone modifications and variants, as well as ATP-dependent chromatin remodeling [9, 10]. One obstacle to better understanding nucleosome dynamics is the size of mammalian genomes. High-resolution, genome-wide nucleosome positioning studies typically utilize micrococcal nuclease (MNase) digestion of total native chromatin, followed by deep sequencing of resulting DNA fragments [11]. The number of sequencing reads required by this method remains prohibitively high for experiments aimed at comparisons of nucleosome position and occupancy among multiple conditions or at individual genomic locations.

Many groups have circumvented this difficulty by measuring chromatin “accessibility” typified by hypersensitivity to cleavage by DNaseI (DHS) or insertion of a transposon (ATAC-Seq). These techniques require far fewer sequencing reads than MNase-Seq, and chromatin accessibility is often used to approximate decreased nucleosome occupancy with relatively low resolution and sensitivity. Although DHS offers limited insights into nucleosome dynamics, it identifies active enhancers and promoters very well. Increased DHS is a widely accepted indicator of enhancer activation, and many groups have developed computational models that use changes in DHS to predict transcription factor binding [12–15].

Active enhancers are also characterized by histone modifications that include histone 3 lysine 4 mono- and di-methylation (H3K4me1 and H3K4me2), and H3K27 acetylation [16, 17]. He et al. employed chromatin immunoprecipitation of H3K4me2 and sequencing (ChIP-Seq) to interrogate nucleosome dynamics associated with AR and ER binding to chromatin [12, 18]. Like DHS, ChIP-Seq requires relatively small numbers of sequencing reads to provide genome-wide information about active enhancers. Moreover, ChIP-Seq performed on MNase-digested native chromatin affords a high-resolution assessment of nucleosome position that is well suited to studying nucleosome dynamics. Nucleosome remodeling has long been known to be a critical component of GR-mediated transcriptional modulation. GR binds directly to the SWI/SNF chromatin remodeling complex, and the ATP-dependent activity of SWI/SNF is necessary for maximal transcriptional activation by GR [19, 20]. Inhibition of the SWI/SNF ATPase (SMARCA4) reveals both SMARCA4-dependent and -independent glucocorticoid-induced DHS and gene expression changes, suggesting diverse remodeling requirements [21, 22].

We wished to better understand nucleosome dynamics and their relationships to transcription factor binding, enhancer activity, and gene expression. We performed ChIP-Seq for GR and multiple enhancer-defining histone modifications, as well as DHS and gene expression analysis both before and after the addition of dexamethasone. Using a number of open-source computational packages, we have developed an analytic approach to ChIP-Seq that captures rapid changes in nucleosome position and occupancy associated with chromatin binding by GR. We find that nucleosome remodeling is highly variable among GR binding sites, but can be computationally resolved into four predominant modes that we have dubbed “central”, “non-central”, “phased”, and “minimal”. Moreover, each class of nucleosome remodeling represents functionally distinct contributions to enhancer activation and changes in gene expression. We propose that patterns of nucleosome remodeling offer important new insights into dynamic changes of the enhancer landscape and transcriptional outcomes following glucocorticoid treatment in ALL.

## Results and discussion

### GR binding is not restricted to enhancers or DHS sites

We first sought to identify enhancers in the RS4; 11 acute lymphoblastic leukemia cell line, and to characterize GR binding with respect to this existing chromatin landscape. We performed ChIP-Seq of GR and three different chromatin features typically used to define enhancers (H3K4me2, H3K27Ac, and DHS). Cells were cultured in charcoal-dextran-treated serum for 2 days prior to each experiment, effectively depriving them of hormone exposure. GR ChIP-Seq was performed on fixed and sonicated chromatin, whereas histone modification ChIP-Seq was performed on native chromatin fragmented by MNase digestion. As expected, very few GR–chromatin interactions were detected in cells not treated with dexamethasone. In contrast, 1 h after treatment with 10 nM dexamethasone, 9058 GR binding events were detected, with virtually no overlap between binding sites in the unstimulated and dexamethasone-stimulated cells. As in other cell types, promoter-bound GR peaks in RS4; 11 are a small minority (5.3 %). Among GR binding sites, we found that 46 % occur at enhancers having all three marks. We find that 45 % of GR binding events in RS4; 11 cells occur at sites not having pre-existing DHS. Additionally, 13 % of GR binding occurs at sites bearing none of the canonical enhancer marks, where GR may function as a true pioneer factor (Fig. 1a). Prior studies have suggested that accessible chromatin (DHS) is largely required for GR to bind [21–23]. Many different experimental conditions and computational methods have been used to measure DHS, and disparities between our findings and those of other groups may simply reflect this methodologic variability.

**Fig. 1:**
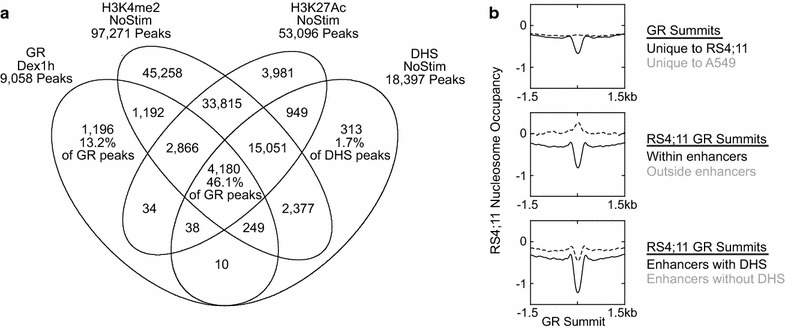
GR binding relative to enhancers and nucleosome-depleted regions. **a** Venn diagram illustrating the binding of GR peaks within the enhancer landscape of unstimulated cells (labeled as NoStim). Of the 9058 GR peaks detected by ChIP-Seq after 1 h of dexamethasone stimulation, 45 % bind regions without prior DHS, and 13 % bind regions lacking any prior enhancer marks. **b** Signal profiles of nucleosome occupancy (normalized signal of MNase-digested ChIP-Seq input DNA) in a 3-kb window surrounding GR summits

### Decreased nucleosome occupancy precedes GR binding within enhancers

We wished to examine how nucleosome occupancy, in addition to DNA motif and enhancer chromatin marks, contributes to determining where GR will bind. Using the MNase-digested input DNA from our histone modification ChIP-Seq experiments, we find that average nucleosome occupancy in hormone-deprived cells is specifically decreased at sites that will subsequently bind GR upon dexamethasone exposure. To examine the cell type specificity of this localized nucleosome depletion, we used publicly available GR ChIP-Seq data for the A549 lung carcinoma cell line from the ENCODE project [24–26] (filename at UCSC Genome Browser: wgEncodeAwgTfbsHaibA549GrPcr1xDex50nmUniPk.narrowPeak.gz). On average, GR binding sites unique to A549 do not show nucleosome depletion in RS4; 11 (Fig. 1b, top panel). Notably, decreased nucleosome occupancy characterizes GR binding sites within enhancers (having H3K4me2 and/or H3K27Ac), but not those that will occur at sites that lack pre-existing enhancer marks, which are actually characterized by increased nucleosome occupancy centered over the future GR binding site (Fig. 1b, middle panel). We next asked whether the nucleosome depletion seen at enhancer GR binding sites is restricted to the DHS sites. Globally, enhancers demonstrate below-average nucleosome occupancy, consistent with an “open” state that is more sensitive to MNase digestion. We found that, on average, sites without DHS have a small degree of focal nucleosome depletion prior to GR binding (Fig. 1b, bottom panel). Nucleosome occupancy is lower at sites of DHS, not just centrally, but for >1.5 kb flanking the GR binding site, consistent with broader nucleosome exclusion/eviction.

### Modified ChIP-Seq analysis

We next sought to examine the dynamics of nucleosome positioning and occupancy around GR binding sites in RS4; 11 cells. We predicated these analyses on histone modification ChIP-Seq of MNase-digested native chromatin to identify and enrich for enhancer DNA as well as limit the necessary depth of sequencing required to assess nucleosome position. To focus on nucleosome dynamics, we first calculated a “delta” ChIP-Seq signal by subtracting the normalized ChIP signal for unstimulated cells from the normalized ChIP signal for dexamethasone-treated cells. This transformation emphasizes the changes in ChIP signal occurring in response to the hour-long dexamethasone stimulus (Fig. 2a). When we examined the average H3K4me2 signal across a 3-kb window centered on the summit of all GR binding peaks, we found that global ChIP-Seq profiles before and after GR binding closely resemble those reported for AR (Fig. 2c) [18]. The average deltaH3K4me2 signal provides an alternative visualization (Fig. 2d, blue line) demonstrating a central depletion in response to dexamethasone having a width of ~450 bp. This is consistent with previous descriptions of H3K4me2 changes in response to transcription factor binding, which have been described as a nucleosome-depleted region (NDR), and suggests that both our data and our delta signal transformation faithfully recapitulate prior results [12, 18].

**Fig. 2:**
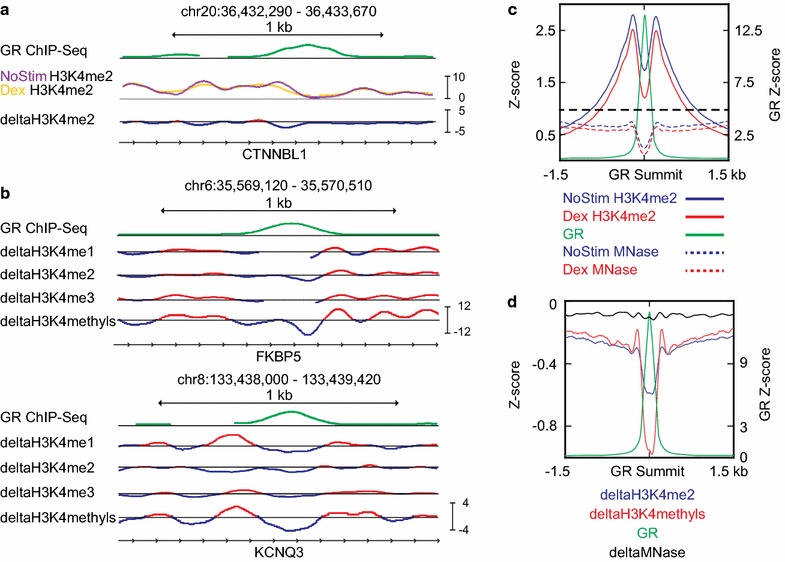
Definition and validation of deltaH3K4methyls signal. **a** Snapshot demonstrating how deltaH3K4me2 track is defined—normalized H3K4me2 ChIP-Seq signal from unstimulated cells is subtracted from that of dexamethasone-stimulated cells, emphasizing the pattern of ChIP-Seq signal change at this GR binding site. **b** Snapshots demonstrating how the deltaH3K4methyls track is defined. At many sites, the summed signal has the same shape as its components (*upper panel*), while at others the deltaH3K4methyls track resolves discordancies between component signals (*lower panel*). **c** Aggregate signal profile of normalized H3K4me2 ChIP-Seq signal from unstimulated (*solid blue*) and dexamethasone-stimulated (*solid red*) cells in a 3-kb window surrounding all GR summits. Normalized MNase-Seq signal from unstimulated (*dashed blue*) and dexamethasone-stimulated (*dashed red*) cells is overlaid. **d** Aggregate signal profile of deltaH3K4me2 (*blue*) versus deltaH3K4methyls (*red*) versus deltaMNase (*black*) in a 3-kb window surrounding all GR summits

Our primary aim was to understand nucleosome remodeling, a term we use to describe changes in nucleosome occupancy, nucleosome positioning, or both. However, a decrease in H3K4me2 signal may result from methylation (i.e., transformation to H3K4me3) or demethylation (i.e., transformation to H3K4me1 or unmethylated H3K4), as well as nucleosome remodeling. In an effort to mitigate the changes in ChIP-Seq signal resulting from histone modification, we calculated the sum of the deltaH3K4me1, deltaH3K4me2, and deltaH3K4me3 signals, henceforth referred to as the deltaH3K4methyls signal. The result of this summation is exemplified in Fig. 2b. At some sites, the deltaH3K4methyls signal has the same general shape as its component signals (Fig. 2b, top panel). Where the deltaH3K4me1, deltaH3K4me2, and/or deltaH3K4me3 tracks show subtle or discordant changes (Fig. 2b, bottom panel), the deltaK4methyls transformation smoothes signal and improves signal-to-noise ratio. The average deltaH3K4methyls signal across GR binding summits has the same shape and width of NDR as the deltaH3K4me2 signal (Fig. 2d, red line).

### Heterogeneous and asymmetric nucleosome remodeling accompanies GR binding

We next wished to assess the relationship between the deltaH3K4methyls ChIP-Seq signal and changes in nucleosome occupancy. We performed deep sequencing of the MNase-digested input chromatin that was used for our ChIP-Seq (4.5–5 × 10^8^ reads/condition). As seen in Fig. 2c, the normalized MNase signal averaged across all GR binding sites shows decreased central nucleosome occupancy corresponding to the decreased H3K4me2 ChIP-Seq signal in both unstimulated and dexamethasone-stimulated cells. However, the deltaMNase signal (Fig. 2d, black line) has low signal-to-noise ratio. We next examined a heatmap of the deltaH3K4methyls signal (Fig. 3a). This shows the expected loss of ChIP-Seq signal overlying the summit of GR binding peaks. Also apparent is significant variability in the width and position of decreased signal relative to the GR summit. We, therefore, performed *k*-means clustering to partition GR binding sites according to the magnitude and position of change in ChIP-Seq signal. Results of *k*-means clustering (*k* = 27) of the deltaH3K4methyls signal in a 3-kb window centered on the GR binding summit are illustrated in Fig. 3b.

**Fig. 3:**
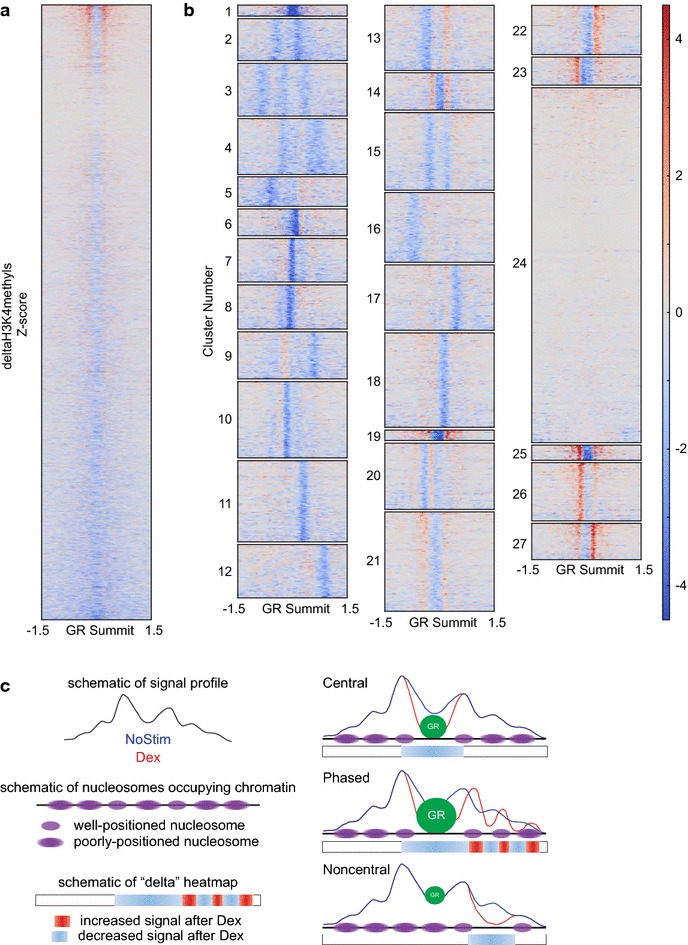
K-means clustering resolves deltaH3K4methyls signal into diverse patterns of nucleosome remodeling. **a** Heatmap of deltaH3K4methyls signal in a 3-kb window surrounding all GR summits. **b** Heatmaps representing the 27 k-means clusters. Color scale for *Z*-score of deltaH3K4methyls signal is shown on the *right*. **c** Schematic representation of proposed patterns of nucleosome remodeling

As expected, clustering reveals several groups (clusters 1, 6, 7, 8, etc.) distinguished by subtle shifts in the location of their central signal loss. Strikingly, clustering also reveals previously unrecognized patterns of nucleosome remodeling occurring at and near GR binding sites. When these clusters are applied to the deltaMNase signal (Fig. 4), we see that decreased nucleosome occupancy closely mirrors the “nucleosome depleted region” of the deltaH3K4methyls signal.

**Fig. 4:**
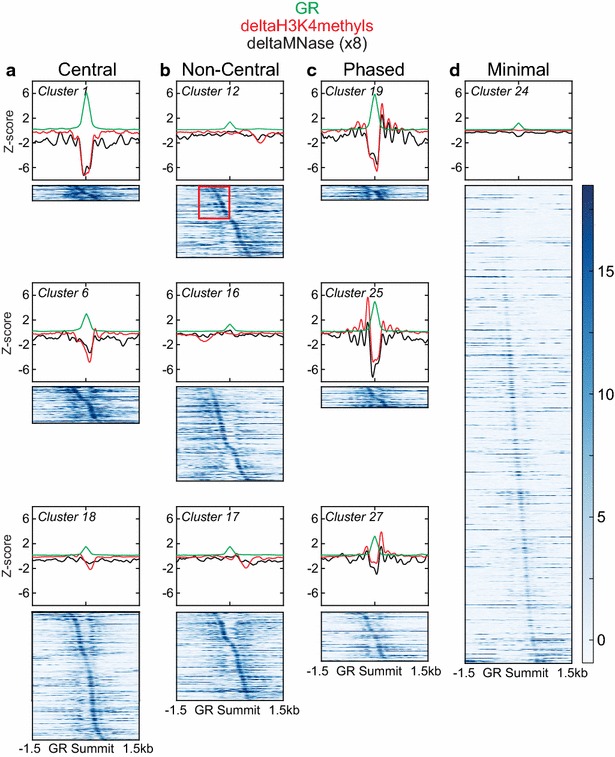
Four distinct modes of nucleosome remodeling. Representative signal profiles of *k*-means clusters belonging to each mode of remodeling (**a** central; **b** non-central; **c** phased; **d** minimal). deltaH3K4methyls (*red*), GR (*green*), and deltaMNase (*black*) signals are overlaid for comparison. deltaMNase signal is magnified eightfold to facilitate visual comparison. Heatmaps illustrate nucleosome positioning prior to GR binding (NoStim H3K4methyls signal). *Red box* overlying heatmap of cluster 12 highlights evidence of well-positioned, phased nucleosomes in the unstimulated condition

### Classifying patterns of GR-associated nucleosome remodeling

As seen in Fig. 4, many clusters have a very similar signal shape and are distinguished by position relative to the GR binding summit. We, therefore, re-classified individual clusters into distinct patterns of nucleosome dynamics (illustrated schematically in Fig. 3c), defined as follows. Central remodeling overlaps the GR binding peak and alters the depth and/or width of the NDR (Fig. 4a, signal profiles). Non-central remodeling does not overlap the GR binding peak and affects the occupancy/position of one or more nucleosomes flanking the NDR (Fig. 4b, signal profiles). Phased remodeling occurs at a minority of sites, where distinct and alternating peaks and valleys of nucleosome remodeling flanking the GR peak are apparent (Fig. 4c, signal profiles). Based upon these patterns, we grouped the GR binding sites into four “modes” of remodeling. In the “central mode”, changes in H3K4methyls signal are restricted to the region occupied by GR. Within the “non-central mode”, changes in H3K4methyls are seen in regions not occupied by GR. The “phased mode” shows remodeling of multiple flanking nucleosomes in addition to that overlapping the GR binding peak. The “minimal mode” represents all sites of GR binding not classified as central, non-central, or phased and shows relatively small changes in H3K4methyls (4D, signal profile). Having thus defined these four modes of nucleosome remodeling, we set out to test whether they demonstrate functionally distinct relationships between GR binding, nucleosome remodeling, enhancer activation, and modulation of gene expression.

### Four modes of nucleosome remodeling capture distinct subsets of GR binding and active enhancers

For each GR peak, we examined a 3-kb window centered on its summit. By measuring the area under the curve, we were able to capture changes in ChIP-Seq signal reflecting both the height and width of the signal peak. We first evaluated the GR binding and enhancer properties of sites belonging to each mode of nucleosome remodeling. The degree of GR binding differs dramatically between modes (Fig. 5a). Sites of phased remodeling have very large GR peaks and more commonly contain a canonical glucocorticoid response element (GRE, Fig. 5b). On average, sites of minimal remodeling have small GR peaks, yet the range of peak sizes is very broad.

**Fig. 5:**
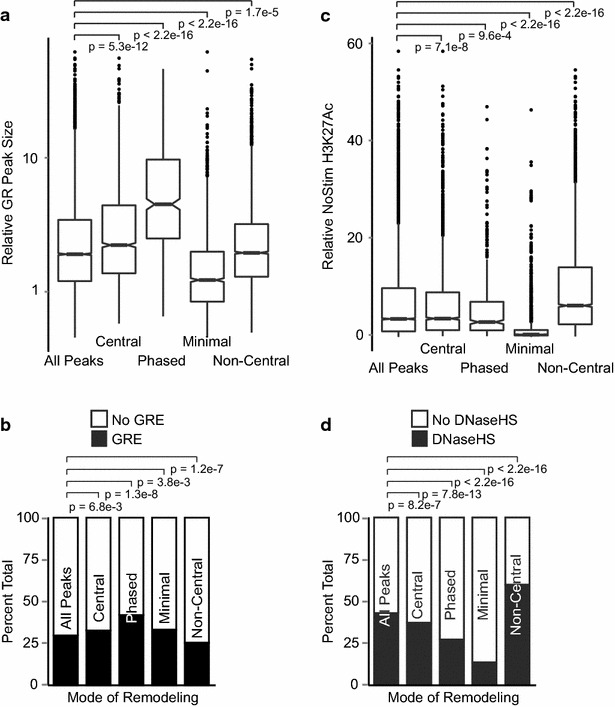
Four modes of remodeling describe distinct subsets of GR peaks and enhancers. **a** *Box and whisker plot* of relative GR peak size reveals significant differences in GR peak size associated with each mode of remodeling. For all *box and whisker plots*, *hinges of box* are at located at 1st and 3rd quartiles. *Whiskers* extend to 1.5x interquartile range (IQR). *Dots* represent outlier observations. *Notches* signify an estimated 95 % confidence interval around the median. *P*-values estimated by Kolmogorov–Smirnov test using all GR peaks as reference distribution. **b** Frequency of GRE sequence motifs among different modes of remodeling. Modes differ significantly in their pre-existing enhancer strength, as measured by degree of H3K27Ac (**c**) and proportion of DHS (**d**). *p*-values for (**b**, **d**) calculated by Fisher’s exact test

Prior to GR binding, the enhancers belonging to each mode of remodeling also have very different properties. In unstimulated cells, regions that will later demonstrate non-central remodeling have the highest H3K27Ac and most frequent DHS. In contrast, sites of minimal remodeling have very low H3K27Ac and infrequent DHS (Fig. 5c, d). Given that H3K27Ac and DHS are widely considered to be markers of active enhancers, it is interesting to note that the size of the GR binding peak correlates poorly with the “activation state” of the enhancer to which it binds (*r*^2^ = 0.18, data not shown).

Heatmaps in Fig. 4a–d illustrate the histone modification signal in unstimulated cells (NoStim H3K4methyls) corresponding to the *k*-means clusters described above. Using histone modification signal to approximate nucleosome position, as in Kundaje et al. [7], we see that sites in every cluster have highly variable position of the signal maximum relative to the future GR binding site, that many sites demonstrate well-positioned and phased nucleosomes prior to GR binding, and that signal is again asymmetric. At a minority of sites, a peak of H3K4methyls signal occupies the site of future GR binding, suggesting a well-positioned nucleosome that is displaced by GR. Strikingly, evidence of phased nucleosome positioning can be seen in the majority of clusters (Fig. 4b, red box), but pre-existing phased positioning is not more prevalent among sites showing phased remodeling. In other words, the pattern of nucleosome remodeling correlates poorly with the pattern of nucleosome position at enhancers prior to GR binding.

### Central nucleosome remodeling increases positioning of flanking nucleosomes and suggests nucleosome eviction

Nucleosome remodeling that overlaps transcription factor binding, which we call “central” remodeling, has been previously described. For example, in their study of AR-modulated nucleosome remodeling, He et al. describe nucleosome remodeling using changes in H3K4me2 signal. In their analysis, three well-positioned nucleosomes having similar occupancy were present prior to androgen stimulation, one directly overlying, and two immediately flanking the AR binding site. AR binding was shown to result in destabilization of the central nucleosome and stabilization of flanking nucleosomes without changes in flanking nucleosome position [12, 18].

Our clustering analysis reveals that considerable diversity of nucleosome position, occupancy, and remodeling underlies the central mode of remodeling. GR binding diminishes occupancy of one to three underlying nucleosomes. Flanking nucleosomes become more precisely positioned and have stable or decreased occupancy (Fig. 6a, left panel). In many cases, flanking nucleosomes also undergo positional shifts, widening the NDR to accommodate GR binding (Fig. 6a, right panel). In aggregate, we see diminished central ChIP-Seq signal without corresponding increases in signal of flanking nucleosomes, suggesting that nucleosome eviction, rather than repositioning, predominates within this central mode of remodeling.

**Fig. 6:**
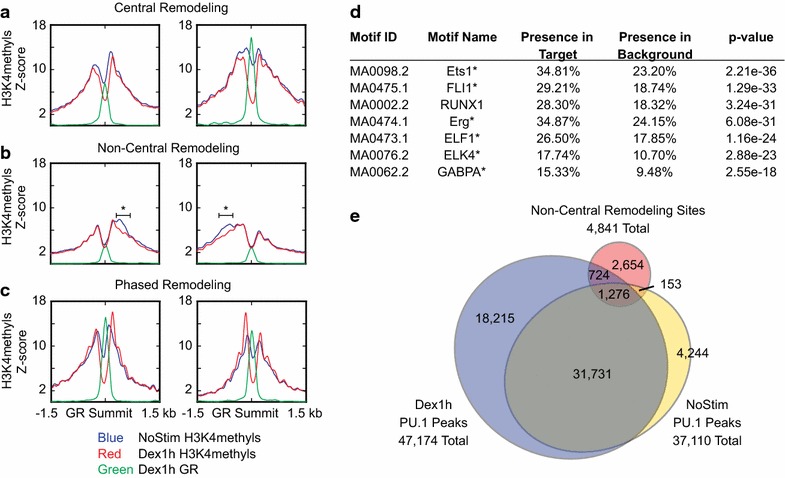
Nucleosome positioning and occupancy changes in modes of remodeling. Overlaid signal profiles of unstimulated (*blue*) and dexamethasone-stimulated (*red*) H3K4methyls as well as GR signal (*green*) in two representative clusters having central remodeling (**a**), non-central remodeling (**b**), or phased remodeling (**c**). *Asterisk symbol* in **b** denotes the regions used for motif analysis of DNA sequences associated with non-central nucleosome eviction (**d**). *Asterisk symbol* in **d** denotes members of the ETS family of transcription factors. **e** Venn diagram of regions of non-central remodeling relative to PU. 1 ChIP-Seq peaks in unstimulated and dexamethasone-stimulated cells

### Non-central remodeling and cooperating transcription factors

Our clustering analysis reveals a large number of GR binding sites having changes in the deltaH3K4methyls signal that do not overlap the GR peak, but occur within 1500 bp. As seen in Fig. 3, this “non-central” remodeling occurs asymmetrically, at variable distances from the GR binding site, in nearly half of GR binding instances (49 %). Sites of non-central remodeling increase the positioning of flanking nucleosomes without increasing their occupancy, again suggesting nucleosome eviction (Fig. 6b). We hypothesized that the asymmetry of non-central remodeling might have functional significance. In other words, we hypothesized that non-central remodeling accompanies the binding of one or more GR cofactors and that choice of cofactor is impacted by DNA sequence. For each individual GR binding region demonstrating non-central remodeling (denoted by asterisk symbol in Fig. 6b), we extracted the DNA sequence(s) having decreased H3K4methyls signal without colocalized GR binding. Motif analysis of these sequences shows they are highly significantly enriched for ETS family and RUNX1 transcription factor binding motifs (Fig. 6d). Several members of the ETS family have previously been reported to bind GR and other nuclear hormone receptors and are thought to serve both pioneering and tethering functions [27, 28].

We sought to validate that sites of non-central nucleosome remodeling are inducibly bound by a GR cofactor matching the predicted motifs. We performed ChIP-Seq for PU.1 (SPI1), which is essential for B cell differentiation, and one of the most highly expressed members of the ETS family in pre-B cells [29]. The overlap between non-centrally remodeled regions and PU.1 binding sites is illustrated in Fig. 6e. It is difficult to determine the biological or statistical significance of this degree of dexamethasone-induced PU.1 binding at these sites. To attempt this, we looked at all ETS binding motifs lying within the 3-kb window surrounding all GR summits. We then subtracted the regions binding GR itself. PU.1 exhibits dexamethasone-inducible binding at 1.9 % of all ETS motifs, but 4.5 % of the subset of ETS motifs having non-central nucleosome remodeling. These findings are consistent with our hypothesis that decreases in H3K4methyls signal largely reflect transcription factor binding, both for GR and PU.1, and perhaps more generally. Several additional members of the ETS family of transcription factors are expressed in B cells, and these may account for an even larger proportion of the non-centrally remodeled regions.

### Phased nucleosome remodeling and nucleosome repositioning

Approximately 6 % of GR binding sites demonstrate a pattern of remodeling that can also be described as “phased”, where the deltaK4methyls signal shows distinct, alternating peaks and valleys. Phased remodeling sites are not the most highly “activated” enhancers (Fig. 5b, c), having lower H3K27Ac and DHS than sites of non-central remodeling. Nonetheless, they have the largest GR peaks, as well as increased width and depth of the central nucleosome-depleted region (Figs. 5a, 6c). The phased appearance of remodeling reflects shifts in the position of two or more nucleosomes flanking the GR binding site. These flanking nucleosomes also become more precisely positioned and show stable or increased H3K4methyls signal, implying that phased remodeling reflects nucleosome repositioning, rather than eviction. Unlike other modes of remodeling, the total H3K4methyls signal at sites of phased remodeling increases, suggesting recruitment of histone methyltransferases or displacement of histone demethylases (data not shown).

### Minimal remodeling and de novo enhancer development

Regions lacking enhancer marks comprise the majority of sites having minimal remodeling upon GR binding (57 %). The remaining regions of minimal remodeling also have low levels of enhancer activation, bearing less H3K27Ac and DHS relative to other modes of remodeling (Fig. 5b, c). Given their relatively small GR binding peaks and low pre-existing enhancer activity, we postulated that sites of minimal remodeling could include sites of pioneering by GR, areas of GR ChIP-Seq artifact, or a mixture of both. In light of this concern, it is important to recognize that the weak histone modification signals seen prior to GR binding severely limit the sensitivity of our deltaH3K4methyls approach to detecting nucleosome remodeling. Notably, a substantial minority of minimally remodeled GR binding sites (32 %) specifically gain H3K4 methylation at nucleosomes flanking the GR peak, suggesting that these regions may be developing into de novo enhancers. Such developing enhancers could be considered “GR-specific”, defined only in response to GR binding.

### Phased nucleosome remodeling is associated with rapid enhancer activation

We next asked whether the modes of nucleosome remodeling are associated with differential enhancer activation by measuring changes in DHS and H3K27Ac at GR binding sites (Fig. 7a, b). Both measures of enhancer activation demonstrate significant differences between modes of remodeling. Phased remodeling occurs at the most “dynamic” enhancers, gaining the largest proportion of DHS and showing the greatest gains in H3K27Ac. Central remodeling is associated with modest gains in DHS. Although some enhancers having central remodeling gain degrees of H3K27Ac similar to the most highly activated phased remodeling sites, on average, central remodeling is associated with modest increases in H3K27Ac. Despite occurring at the most highly activated pre-existing enhancers, non-central remodeling regions gain relatively little DHS, and the majority of sites show decreased H3K27Ac. Sites of minimal remodeling show very little change in DHS and relatively small gains and losses of H3K27Ac. Upon closer examination, we find that 32 % of minimal remodeling sites specifically gain H3K27Ac at nucleosomes flanking the GR peak. Altogether, more than half of all minimal remodeling regions gain one or more enhancer-associated marks (53 %, Fig. 7c), further stimulating our interest in the import of these regions as emerging enhancers.

**Fig. 7:**
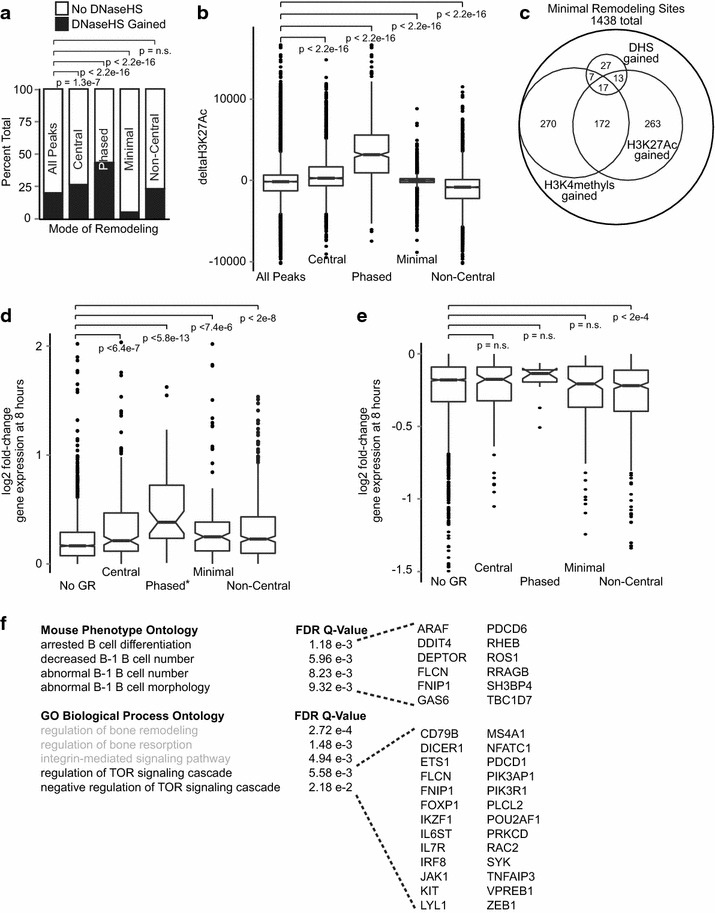
Modes of nucleosome remodeling have functionally distinct effects on enhancer activation and gene expression. Enhancer activation differs significantly between remodeling modes, as measured by proportion of sites gaining DHS (**a**) and degree of change in H3K27Ac (**b**). **c** Venn diagram of minimally remodeled GR binding sites and subsets which gain H3K4methylation, H3K27Ac, or DHS suggesting de novo enhancer development. **d** *Box and whisker plot* of log_2_ fold-change expression for genes induced following dexamethasone treatment. *Asterisk symbol* indicates that phased remodeling is associated with significantly greater induction of gene expression than other modes of remodeling. **e** *Box and whisker plot* of log_2_ fold-change expression for genes repressed following dexamethasone treatment. For **d** and **e**, *p*-values estimated by Mann–Whitney test. *n.s.* denotes *p*-value not significant. **f** GREAT (genomic regions enrichment of annotations tool) [30] analysis of GR sites having minimal remodeling. *Gray text* denotes gene ontologies not relevant to this cell type. Genes belonging to overlapping enrichment terms are listed on the *right*

### Modes of nucleosome remodeling have functionally distinct effects on gene expression

Finally, we wished to evaluate the relationships between GR-associated nucleosome remodeling and changes in gene expression. 

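RS4;11 cells, a human B-cell precursor leukemia line with a rearranged KMT2A gene, were measured on 14 microarrays: 4 of untreated cells, 5 after 8 h and 5 after 24 h of dexamethasone at 10 nM. Dexamethasone is a synthetic glucocorticoid that activates GR, so the arrays follow transcripts from the early targets of the receptor to the state of the cells a day later. No array holds cells kept for 8 h or 24 h without dexamethasone. Effects of time in culture can therefore not be told apart from those of dexamethasone, with or without the run as a block. The paper's methods give 5 replicates per time point, with 1 untreated replicate left out after quality control. They name Agilent arrays of the type hgu133a2, while the sample labels name an Affymetrix protocol and the affy tool, and the probe sets carry Affymetrix names.

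The labels place the arrays in 5 runs on 4 days. Runs 1 and 2 fall on day 1, and runs 3, 4 and 5 on days 2, 3 and 4. Runs 1 to 4 each hold 1 array of every group, and run 5 holds no untreated array. Untreated replicate 4 belongs to run 4 together with 8 h and 24 h replicates 5, and 8 h and 24 h replicates 4 make up run 5. Neither the paper nor the labels state that replicates were separate cultures, so the p-values measure the spread between these arrays, which may be technical.

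The values are log2 expression values after the authors' background correction and normalization by RMA, before their variance filter. The median value of an array lay between 6.03 and 6.05 in untreated cells, 6.03 and 6.09 at 8 h, and 6.07 and 6.11 at 24 h. The number of arrays per group limits the precision, because each array gives 1 value per probe set. Genes were compared with limma over all 14 arrays, and a gene was called changed at a Benjamini-Hochberg adjusted p below 0.05. Whether the genes of 29 lists, each fixed from common knowledge of a pathway or cell type, moved together against all other genes was tested with limma's camera. Counts and means of a list cover the members that passed the variance filter, unless stated. The variance filter, the mean over the probe sets of a gene, and a model without the run as a block are the choices that could change these numbers.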

We measured transcript abundance by microarray at 0, 8, and 24 h after stimulation with dexamethasone. We used the assumption that each GR binding peak is most likely to modulate expression of the nearest gene (transcriptional start site within 500 kb). This distance constraint associates nearly all peaks with a gene (95 %), and many genes have multiple associated peaks (40 %). For genes associated with multiple proximal GR peaks, we considered only those genes for which all peaks have the same mode of remodeling. As seen in Fig. 7d, e, many genes that do not show proximal GR binding at the 1-hour ChIP-Seq time point are differentially expressed at the 8-hour microarray time point. This is consistent with known roles of many additional transcription factor pathways in the glucocorticoid response as well as probable changes in GR binding at later time points.

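After 8 h of dexamethasone, most known glucocorticoid targets had risen. Most single genes of ribosome biogenesis and DNA replication had fallen, but as lists they did not pass when the correlation between genes was estimated from the data. That estimate came from a model without the run, so differences between runs or days can enter it. The largest rise was that of P2RY14, a purinergic receptor gene, from a mean log2 value of 3.27 (SD 0.20, n = 4) to 8.28 (SD 0.25, n = 5), a log2 fold change of 5.01 (SE 0.15, adjusted p = 8.77e-13 from limma). TMEM100 (4.64), MYRIP (4.28), FAM171A1 (3.77), LILRA1 (3.71) and MAP3K6 (3.55) also rose by these log2 fold changes. So did IL1R2 (3.91), which encodes a decoy receptor for interleukin 1, KLF2 (3.68), a transcription factor of lymphocyte quiescence, and the GR targets ZBTB16 (3.55) and SGK1 (3.28). The largest falls were smaller and included IL1B (−2.17), an inflammatory cytokine gene, BLNK (−2.01), an adaptor of the pre-B cell receptor, ID3 (−1.64), an inhibitor of E proteins, and EIF4EBP1 (−1.66), which encodes a repressor of translation. NINL (−2.03), GLDC (−1.90), FJX1 (−1.84), AK4 (−1.71), LGR5 (−1.60) and SLC27A2 (−1.56) fell as well. For each of these 20 genes, the values of the 8 h arrays and the untreated arrays did not overlap, and the largest adjusted p was 0.00862, for AK4. The values and their ranks rest on the mean over the probe sets of a gene. The mean of LILRA1 joins probe sets at 5.40 and 2.03, the first above P2RY14, and that of LGR5 joins −2.62 and −0.57.

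Of the genes named in the paper's genomic examples, FKBP5, which encodes a GR chaperone and is a target of the receptor, rose by 2.49 (SE 0.23, adjusted p = 4.91e-07) and CTNNBL1, a splicing gene, by 0.92 (SE 0.07, adjusted p = 2.65e-08) in limma. NR3C1, the gene of GR itself, rose by 0.65 (SE 0.06, adjusted p = 1.19e-06). KCNQ3, a potassium channel gene, did not pass at −0.04 (adjusted p = 0.837, tested without the variance filter).

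Of the 28 members of a list of canonical glucocorticoid-induced genes, 21 rose, 2 fell and 5 did not pass, the same when adjusted over the list alone. SESN1 (2.87) and PIK3IP1 (2.41), inhibitors of growth signaling, TSC22D3 (2.30), an anti-inflammatory mediator of glucocorticoids, and the adaptor gene SLA (1.97) were among the risers. The members that fell were BCL6 (−1.04), a transcriptional repressor, and RGS2 (−0.79), a regulator of G protein signaling named after its value was seen. The list's mean log2 fold change was 1.11 (1.16 within day 1 and 1.06 within days 2 to 4), above all other genes (adjusted p = 1.01e-13 from camera). Of 8 metallothionein genes on the array, which bind zinc and copper and are GR targets, the 6 that passed the variance filter rose (6 adjusted over the list alone, and 6 of 8 without the filter), with MT2A at 1.06, MT1X at 0.99 and MT1H at 0.80. These paralogs are nearly identical in sequence, so a probe set may read several of them. The mean of the 6 was 0.88 (adjusted p = 0.000161 from camera, but adjusted p = 0.367 with an estimated correlation), 1.20 within day 1 and 0.67 within days 2 to 4, and that of all 8 was 0.64. Of 11 inhibitors of mTOR signaling, 4 rose and 1 fell (4 and 1 adjusted over the list alone): SESN1, PIK3IP1 and DDIT4 (1.94), which the glucocorticoid list also holds, FLCN (0.56), and in the other direction NPRL2 (−0.31), a subunit of GATOR1 named after its value was seen. The call of NPRL2 ended without any 1 of untreated replicates 1 to 3, 8 h replicates 3 to 5 or 24 h replicates 1, 4 or 5 (−0.23 with adjusted p = 0.162 without untreated replicate 2). The list's median was only 0.17, and its mean rested mainly on the shared genes SESN1, PIK3IP1 and DDIT4. It is thus not separate from the glucocorticoid list. The mean was 0.68 (adjusted p = 0.0114 from camera), with adjusted p = 0.227 with an estimated correlation. With the run as a block it was no longer called (0.67, adjusted p = 0.0939), nor within day 1 (0.41, adjusted p = 0.714), while within days 2 to 4 it was (1.00, adjusted p = 0.000781).

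Transcripts of ribosome biogenesis fell. Of the 27 genes of ribosome biogenesis regulated by MYC, 25 fell and 2 did not pass (26 fell adjusted over the list alone), among them MRTO4 (−0.92) and WDR12 (−0.84), which assemble the large ribosomal subunit, the importin gene IPO4 (−0.64), and CAD (−0.62), which starts pyrimidine synthesis. The mean was −0.57 (adjusted p = 2.06e-11 from camera, but adjusted p = 0.140 with an estimated correlation), −0.42 within day 1 and −0.70 within days 2 to 4. MYC, which is itself 1 of the 27 genes and so no separate evidence, fell by 1.11 (SE 0.10, adjusted p = 2.63e-07 in limma). Among 37 genes of DNA replication and S phase, 24 fell and 2 rose (26 and 2 adjusted over the list alone), with a mean of −0.37 (adjusted p = 4.67e-07 from camera, but adjusted p = 0.227 with an estimated correlation). It was −0.39 within day 1 and −0.35 within days 2 to 4. The members that rose, named after their values were seen, were CCNE2 (0.57), the cyclin E2 gene, and GINS3 (0.22), a subunit of the replicative helicase. The call of GINS3 ended without any 1 of untreated replicates 1 to 4 or 8 h replicates 1 to 3 or 5 (0.21 with adjusted p = 0.0863 without untreated replicate 1).

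In glycolysis, 10 of 16 genes fell and 6 did not pass (12 fell adjusted over the list alone), including PFKM (−0.95), a phosphofructokinase gene, and PGK1 (−0.47), a phosphoglycerate kinase gene. The mean was −0.47 (adjusted p = 0.00117 from camera, but adjusted p = 0.698 with an estimated correlation). It was −0.46 within day 1 and −0.45 within days 2 to 4. PFKFB3 (−0.41), which makes the activator of phosphofructokinase, did not keep its call with the run as a block (adjusted p = 0.0698) or without any 1 of untreated replicates 1 to 3 or 8 h replicates 1 to 4 (−0.33 with adjusted p = 0.134 without untreated replicate 3). Of 23 genes of the ATF4 pathway and the unfolded protein response, 12 fell and 11 did not pass (13 fell and 2 rose adjusted over the list alone), among them ATF3 (−1.50), a stress transcription factor, and the serine synthesis genes PHGDH (−1.17) and PSPH (−0.83). Their mean was −0.53 (adjusted p = 0.00257 from camera, but adjusted p = 0.227 with an estimated correlation). It was −0.66 within day 1 and −0.38 within days 2 to 4. Of 33 genes of G2 and mitosis, 7 rose and 26 did not pass (3 rose adjusted over the list alone). The proliferation marker MKI67 (0.55), named after its value was seen, was among the 7. The list's mean of 0.20 passed camera (adjusted p = 0.00876), but not with an estimated correlation (adjusted p = 0.698) or without untreated replicate 3 (0.17, adjusted p = 0.0606). Within day 1 it was 0.34, and within days 2 to 4 it was 0.09 and did not pass (adjusted p = 0.362).

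**Figure D1:**
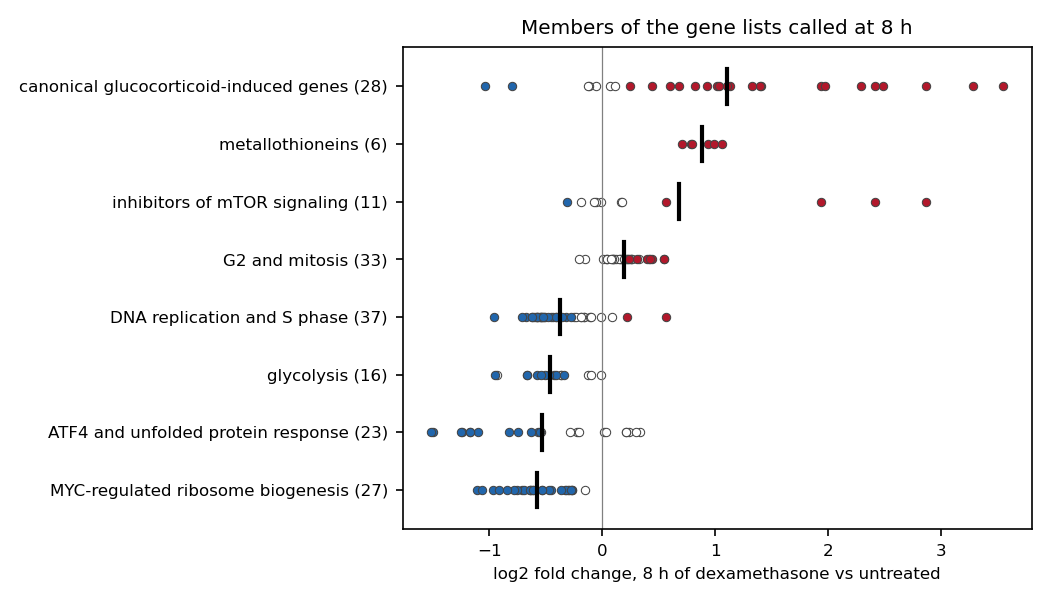
Log2 fold changes at 8 h of dexamethasone against untreated cells for the members of the 8 gene lists that passed camera at its preset correlation, of which only the glucocorticoid-induced genes passed with an estimated one, 1 point per gene, with the number of members that passed the variance filter in brackets. Red and blue points are genes called higher and lower by limma, open points did not pass, and black bars mark list means, from −0.57 for ribosome biogenesis to 1.11 for glucocorticoid-induced genes.

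For 5 of these 8 lists chance cannot be excluded over splits of the arrays that leave the runs aside, since at least 5 of 100 gave as small a p: G2 and mitosis (48), metallothioneins (18), S phase (11), glycolysis (10) and the ATF4 pathway (6). The 14 of these splits that part all 4 runs, as the real one does, are too few for a share under 0.05. With the run as a block all 5 lists passed camera at its preset correlation (largest adjusted p = 0.00732). The correlation was not estimated with that block, so this does not answer their failure with an estimated one. Over the 4 runs the mean kept its sign for metallothioneins (0.61 to 1.21), S phase (−0.39 to −0.29), glycolysis (−0.54 to −0.36) and the ATF4 pathway (−0.68 to −0.42), but not for G2 and mitosis (−0.02 to 0.32). In total, 2335 of 6763 genes changed at 8 h (34.5%), 1078 higher and 1257 lower, of which 158 and 74 by at least 2-fold. Within day 1 the count was 2586, within days 2 to 4 it was 2603, and with array weights it was 4121. Untreated and 8 h arrays did not overlap for 28.7% of the genes, where chance gives 1.59%. The 34.5% and 28.7% are shares of the genes that passed the variance filter, which favors genes that differ. Without the filter there are 11963 genes, so these are not shares of all genes on the array. As Fig. 7d and e separate induced from repressed genes, the 3078 genes above 0 had a median log2 fold change of 0.19 and the 3685 below 0 a median of −0.19. These medians depend on the variance filter: without it they were 0.10 and −0.10, and with a filter at 0.75 they were 0.31 and −0.30. GR binding at 1 h and the modes of remodeling, by which the paper groups these genes, are not analysed here. The paper sets the changes in genes with no receptor bound nearby at 1 h beside what is known of other transcription factor pathways and probable later changes in GR binding.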

Phased remodeling is associated with the most significant induction of gene expression, and very few genes (<9 %) having proximal phased sites show decreased gene expression. Central, non-central, and minimal remodeling are also significantly associated with induction of gene expression relative to genes without proximal GR peaks. Remarkably, genes associated with minimally remodeled sites are induced as strongly as those having central or non-central remodeling. In contrast, only non-central remodeling is associated with genes repressed more significantly than genes having no proximal GR binding. In examining gene expression at the 24-h time point, we again find that each mode of remodeling remains significantly associated with induced gene expression, but none are associated with repression.

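By 24 h, transcripts of DNA replication had fallen strongly in the RS4;11 cells. Without untreated cells of the same time, this fall cannot be assigned to dexamethasone rather than time in culture. Of 37 genes of DNA replication and S phase, 36 were lower than in untreated cells and 1 did not pass (36 lower adjusted over the list alone). The largest falls of all genes included GINS2 (−4.35), CDC45 (−3.12) and MCM4 (−3.40), parts of the replicative helicase, MCM10 (−3.82) and CDC6 (−3.81), which help to load and start it, and POLE2 (−3.12), a subunit of DNA polymerase epsilon. DTL (−3.48), a ubiquitin ligase subunit of S phase, and UNG (−3.33), which removes uracil from DNA, fell as well, as did GLDC (−3.36) and ASS1 (−3.09), enzymes of glycine breakdown and arginine synthesis. The mean of the S-phase list was −2.19 (adjusted p = 2.26e-20 from camera). It was −2.25 within day 1 and −2.16 within days 2 to 4. From 8 h to 24 h it fell by 1.81 (−1.86 within day 1 and −1.82 within days 2 to 4; adjusted p = 6.09e-33 from camera), with 36 genes lower (36 adjusted over the list alone). In that step GINS2 changed by −3.39 (SE 0.12, adjusted p = 4.80e-12 from limma), CDC6 by −3.24, MCM10 by −3.21, DTL by −2.77 and MCM4 by −2.73.

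**Figure D2:**
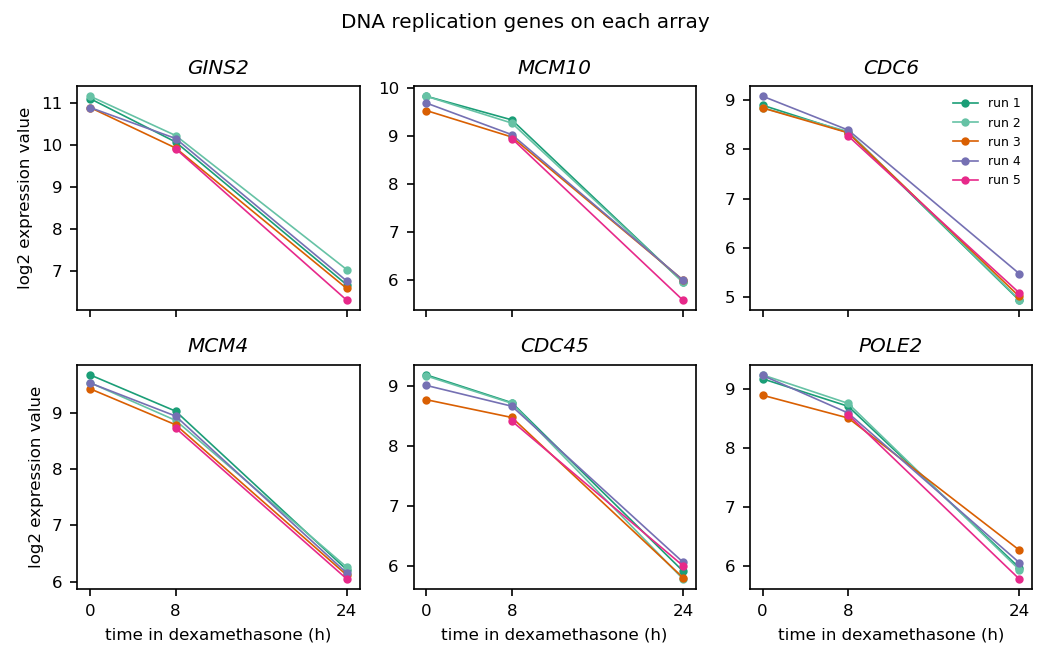
Log2 expression values of 6 genes of DNA replication against the time in dexamethasone (0, 8 and 24 h), 1 point per array, with a line for each of the 5 runs; run 5 has no untreated array. In every run the 24 h value lies below the 8 h value, with mean log2 differences from −2.61 for POLE2 to −3.39 for GINS2.

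Many glucocorticoid-induced genes rose further. The largest log2 fold changes at 24 h were those of TMEM100 (6.19), MORC1 (6.01), P2RY14 (5.94), IL1R2 (5.79), FAM171A1 (5.20), MYRIP (5.08), FMO5 (5.02), IL1R1 (4.93), KLF2 (4.90) and ZBTB16 (4.88). The largest gains from 8 h to 24 h were those of MORC1 (4.18), a chromatin ATPase gene of the germ line, the interleukin 1 receptor gene IL1R1 (2.62), MXRA7 (2.32), the monooxygenase gene FMO5 (2.27) and the cholesterol exporter gene ABCA1 (1.98). Of the canonical glucocorticoid-induced genes, 24 were higher at 24 h and 2 lower (24 and 2 adjusted over the list alone), with a mean of 1.57 (adjusted p = 2.76e-10 from camera). It was 1.63 within day 1 and 1.51 within days 2 to 4. BCL6 (−0.85) and RGS2 (−0.62) were again the members below untreated cells. Between the time points 19 rose and 9 did not pass (19 rose adjusted over the list alone), and the mean was 0.46 (adjusted p = 5.91e-06 from camera, but adjusted p = 0.0541 with an estimated correlation). It was 0.47 within day 1 and 0.45 within days 2 to 4. FKBP5 stood at 2.79 (adjusted p = 2.70e-08), CTNNBL1 at 1.10 (adjusted p = 6.46e-10) and NR3C1 at 0.83 (adjusted p = 1.45e-08) against untreated cells in limma, and KCNQ3 did not pass (−0.005, adjusted p = 0.975, without the variance filter).

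Among the inhibitors of mTOR signaling, 7 were higher and 2 lower at 24 h (7 and 2 adjusted over the list alone). PIK3IP1 reached 3.54, SESN1 3.29, DDIT4 2.31 and FLCN 1.13. The members that fell, NPRL2 (−0.29) and DEPDC5 (−0.30), both belong to GATOR1 and were named after their values were seen. The call of NPRL2 ended without any 1 of untreated replicates 1 or 2 or 24 h replicates 3 to 5 (−0.22 with adjusted p = 0.126 without untreated replicate 2), and that of DEPDC5 without any 1 of untreated replicates 3 or 4 or 24 h replicate 1 (−0.26 with adjusted p = 0.0852 without untreated replicate 4). The list's median was 0.52, and its mean again rested mainly on PIK3IP1, SESN1 and DDIT4, which the glucocorticoid list also holds. The mean was 1.03 (adjusted p = 0.0226 from camera), with adjusted p = 0.242 with an estimated correlation. It did not pass with the run as a block (1.02, adjusted p = 0.0817) or within day 1 (0.74, adjusted p = 0.185), and did within days 2 to 4 (1.41, adjusted p = 0.00585). From 8 h to 24 h, 8 rose and DEPDC5 fell (8 and 1 adjusted over the list alone), with a mean of 0.35 (adjusted p = 0.0249 from camera, but adjusted p = 0.248 with an estimated correlation). It was 0.33 within day 1 and 0.41 within days 2 to 4. Transcripts of ribosome biogenesis sank further, with 26 of its MYC-regulated genes lower and 1 not passing (26 lower adjusted over the list alone). MRTO4 (−2.01), WDR12 (−1.77), CAD (−1.72) and IPO4 (−1.29) were among them, and the mean was −1.09 (adjusted p = 1.29e-10 from camera, but adjusted p = 0.0968 with an estimated correlation). It was −0.98 within day 1 and −1.21 within days 2 to 4. In the step from 8 h, 24 fell and 3 did not pass (24 fell adjusted over the list alone), with a mean of −0.52 (adjusted p = 3.79e-08 from camera, but adjusted p = 0.114 with an estimated correlation), −0.56 within day 1 and −0.51 within days 2 to 4.

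Genes of oxidative phosphorylation did not pass as a list at 8 h (−0.12, adjusted p = 0.262 from camera), although within days 2 to 4 they did (−0.14, adjusted p = 0.0266). At 24 h, of 27 genes, 19 were lower than in untreated cells and 8 did not pass (20 lower adjusted over the list alone), for example NDUFV1 (−1.03), a subunit of complex I, and CYCS (−0.96), the cytochrome c gene. The mean was −0.45 (adjusted p = 0.00197 from camera, but adjusted p = 0.836 with an estimated correlation). It was −0.33 within day 1 and −0.49 within days 2 to 4. Against 8 h, 16 fell and 11 did not pass (17 fell adjusted over the list alone), with a mean of −0.33 (adjusted p = 0.000206 from camera, but adjusted p = 0.563 with an estimated correlation). It was −0.33 within day 1 and −0.35 within days 2 to 4. Genes of G2 and mitosis fell between the time points as well, 19 of 33 with 14 not passing (20 fell adjusted over the list alone), such as the kinase genes AURKB (−0.81) and TTK (−0.65) and the checkpoint gene MAD2L1 (−0.56). Their mean was −0.38 (adjusted p = 5.96e-06 from camera, but adjusted p = 0.536 with an estimated correlation). It was −0.42 within day 1 and −0.37 within days 2 to 4. In cholesterol synthesis 9 of 14 genes fell after 8 h, among them ACAT2 (−1.21) and FDPS (−0.92), and 1 rose, the reductase gene TM7SF2 (0.34), named after its value was seen (9 and 1 adjusted over the list alone). The mean was −0.49 (adjusted p = 0.00838 from camera, but adjusted p = 0.606 with an estimated correlation). It was −0.63 within day 1 and −0.38 within days 2 to 4. The 6 metallothionein genes that passed the variance filter came down from their 8 h level (6 adjusted over the list alone, and 6 of 8 without the filter), for example MT2A (−0.71), MT1X (−0.45) and MT1H (−0.59), with a mean of −0.66 (adjusted p = 0.00838 from camera, but adjusted p = 0.536 with an estimated correlation), −0.77 within day 1 and −0.58 within days 2 to 4, and of −0.46 over all 8.

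Some genes of B cells and of KMT2A-rearranged leukemia rose between 8 h and 24 h. Of those named below, BLK (0.72), VPREB3 (1.15), FOXO1 (0.57), ID2 (1.51), LMO2 (1.03) and FLT3 (0.58) were already above untreated cells at 8 h, while CD79B and LGALS1 did not pass. The B cell lists were not raised at 8 h. Pre-B and B cell receptor signaling had 7 members higher and 8 lower (mean −0.05), and B-lineage transcription factors 4 higher and 8 lower (mean −0.13). The list of KMT2A-rearranged leukemia had 3 higher and 2 lower. Of 25 genes of pre-B and B cell receptor signaling, 15 rose from 8 h to 24 h, including CD79B (1.05), a signaling chain of the receptor, the kinase gene BLK (0.57) and VPREB3 (0.54), a pre-B cell protein gene. IGLL1 (−0.33), the lambda5 chain of the pre-B cell receptor, was the only 1 that fell and was named after its value was seen (15 and 1 adjusted over the list alone). The mean was 0.28 (adjusted p = 0.000525 from camera, but adjusted p = 0.0638 with an estimated correlation). It was 0.28 within day 1 and 0.31 within days 2 to 4. Of 20 B-lineage transcription factors, 8 rose after 8 h and 1 fell (8 and 1 adjusted over the list alone). FOXO1 (0.75), which drives B cell development, and ID2 (0.76), which opposes E proteins, were among the risers, and ETS1 (−0.36) fell. The call of ETS1 ended without any 1 of 8 h replicates 1, 2 or 5 or 24 h replicates 1 or 3 to 5 (−0.30 with adjusted p = 0.0838 without 8 h replicate 2). The list's mean was 0.23 (adjusted p = 0.0295 from camera, but adjusted p = 0.114 with an estimated correlation). It was 0.27 within day 1 and 0.30 within days 2 to 4. Over all days the list did not pass without 24 h replicate 4 (0.22, adjusted p = 0.0618), 24 h replicate 3 (adjusted p = 0.0526) or untreated replicate 1 (adjusted p = 0.0539). Of 11 genes known from KMT2A-rearranged leukemia, 6 were higher than in untreated cells and 5 did not pass (6 higher adjusted over the list alone), such as LGALS1 (1.63), a galectin gene, LMO2 (1.50), a transcriptional cofactor, and the receptor gene FLT3 (0.98). The mean was 0.60 (adjusted p = 0.0226 from camera), with adjusted p = 0.0968 with an estimated correlation. Within day 1 it was 0.58 (adjusted p = 0.0933) and within days 2 to 4 it was 0.61, and without any 1 of 24 h replicates 1 to 5 or 8 h replicates 1 or 4 it did not pass (0.51 with adjusted p = 0.0673 without 8 h replicate 4). Against 8 h, 6 rose and 5 did not pass (6 rose adjusted over the list alone), with a mean of 0.40 (adjusted p = 0.00838 from camera, but adjusted p = 0.0665 with an estimated correlation), 0.49 within day 1 and 0.38 within days 2 to 4.

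Chance cannot be excluded for oxidative phosphorylation at 24 h, where 34 of 100 splits of the arrays that leave the runs aside gave as small a p, nor, between 24 h and 8 h, for oxidative phosphorylation (33), metallothioneins (29), G2 and mitosis (21), cholesterol synthesis (20), KMT2A-rearranged leukemia (10), pre-B and B cell receptor signaling (8), inhibitors of mTOR signaling (6) and B-lineage transcription factors (5). With the run as a block all of these passed camera at its preset correlation (largest adjusted p = 0.0439), and the mean of each had 1 sign in all runs. The correlation was not estimated with that block.

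At 24 h, 4289 genes differed from untreated cells (63.4%), 2073 higher and 2216 lower, and 3242 differed from 8 h (47.9%), 1645 higher and 1597 lower. Within day 1 these counts were 4324 and 3426, and within days 2 to 4 they were 4603 and 3683. The 63.4% and 47.9% are shares of the genes that passed the variance filter, which favors genes that differ. Genes higher than in untreated cells at both times numbered 996, genes lower at both 1083, and 23 genes changed in opposite directions. Because both lists share the untreated arrays, these were also split between the comparisons: over 6 splits, 681 genes on average (594 to 817) were then higher at both times, where independent lists give 217, and 749 (618 to 855) lower, where they give 271, and 30.7 (1 to 137) opposite, although arrays of the 2 times still share runs. Across genes, which are not independent replicates, the log2 fold changes at 8 h and 24 h correlated with r = 0.839. Both comparisons share the untreated arrays, which alone gave r = 0.554 in 100 simulations of unchanged groups; with the untreated arrays split between the comparisons, r averaged 0.784 (0.681 to 0.849 over 6 splits). The covariance was 0.284, against 0.00968 in the simulations and 0.274 with split controls. The modes of remodeling are not analysed here.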

Finally, we used the Genomic Regions Enrichment of Annotations Tool (GREAT, [30]) to apply gene expression-based gene ontologies in a “pathway” analysis of GR binding sites for each mode of remodeling. The peaks associated with phased, central, or non-central remodeling each yield a large number of similar enrichment terms most notable for lymphocyte activation (Additional file 1). However, GREAT analysis of minimally remodeled peaks yields a small and distinctive subset of ontology terms that include decreased B cell number, B cell differentiation, and inhibition of the mTOR signaling pathway (Fig. 7f). This remarkable pathway specificity supports our hypothesis that the minimally remodeled GR binding sites, containing de novo and “GR-specific” enhancers, modulate expression of a distinctive subset of genes. Moreover, the associated genes and pathways have been previously shown to modulate both glucocorticoid-induced cell death and the effectiveness of ALL therapy [31, 32].

## Conclusions

Many groups have demonstrated well-positioned nucleosomes in relation to transcriptional start sites and RNA polymerase II binding in eukaryotic cells [4–7, 17, 33]. More recently, well-positioned nucleosomes have also been described at mammalian enhancers and in relation to transcription factor binding sites [6, 7]. These elegant and far-reaching studies have established a paradigm of precise nucleosomal organization at transcriptional regulatory elements influenced by several factors, including DNA sequence preferences for nucleosome occupancy, transcription factor binding, and “statistical packing”.

Much less is understood about the dynamics of nucleosome organization and their relationships to transcriptional regulation. He et al. investigated nucleosome dynamics relative to chromatin binding by androgen receptor and used H3K4me2 ChIP-Seq to describe nucleosome depletion overlapping transcription factor binding that is similar to the “central” mode of remodeling we define here [12]. This change in ChIP-Seq signal approximates increased DHS, which correlates with enhancer activation and induction of gene expression. Here we describe an approach to analyzing ChIP-Seq data that reveals considerably more complexity to nucleosome dynamics at transcription factor binding sites than has been previously appreciated. We have identified four functionally distinct modes of nucleosome remodeling that we have dubbed “central”, “non-central”, “phased”, and “minimal”.

We find that sites of central remodeling are characterized by (1) predominant eviction, rather than repositioning, of nucleosomes; (2) increased positioning of flanking nucleosomes, and (3) frequent shifts in position of flanking nucleosomes. Non-central remodeling sites are defined by GR-proximal nucleosome eviction not overlapping the GR peak. We propose that this nucleosome eviction reflects binding of transcriptional cofactors, exemplified by the ETS-family member PU.1, which can serve as both pioneer factor and tethering factor for GR. Interestingly, sites of non-central remodeling are also enriched for RUNX1 binding motifs. RUNX1 translocations producing chimeric fusion proteins with the ETS-family transcription factor ETV6 are found in 20–25 % of childhood ALL and are associated with a favorable prognosis, whereas RUNX1 amplifications are seen in ~2 % of childhood ALL and are associated with high-risk disease [34, 35]. Moreover, RUNX1 and PU.1 physically interact, and cooperate to modulate corepressor and coactivator recruitment, making the potential role(s) of RUNX1 in the GR transcriptional program an intriguing avenue for future study [36].

Many sites of non-central remodeling show decreased H3K27Ac, and a subset shows modest correlation with repression of gene expression. Given the many prior studies showing association of increased H3K27Ac, enhancer activation, and induction of gene expression [37], it is tempting to speculate that loss of H3K27Ac is associated with enhancer “deactivation” and repression of gene expression. Like other groups, we find that the correlation between decreased H3K27Ac and gene expression (*r*^2^ = 0.14) is poor relative to its converse (*r*^2^ = 0.41) [38]. We think it likely that a multivariate approach will be needed to better understand enhancer characteristics closely associated with transcriptional repression.

A minority of GR binding events is accompanied by a phased pattern of nucleosome remodeling characterized by predominant repositioning, rather than eviction, of central nucleosomes. This repositioning results in increased occupancy and positioning of one or more nucleosomes flanking the GR binding site. Phased remodeling is not only associated with enhancer activation via increased H3K27Ac, but also with rapid induction of proximal gene expression. Given the previously reported dependence of dexamethasone-induced gene expression on the SWI/SNF chromatin remodeling complex [19, 20], it is tempting to speculate that SWI/SNF activity is particularly important for phased remodeling. We hope to address this hypothesis in future experiments.

Finally, we define a subset of GR binding sites characterized by minimal nucleosome remodeling that is highly enriched for non-enhancer and weak enhancer regions. Many of these regions acquire H3K4methylation, H3K27Ac, and/or DHS only upon dexamethasone stimulation and GR binding, suggesting that GR can act as a true pioneer factor. We speculate that sites of pioneering represent de novo, “GR-specific” enhancers and speculate that they are among the most important for the leukemia cell death effect of glucocorticoid treatment. Contrary to the prevailing logic, our hypothesis suggests that the critical components of glucocorticoid-mediated transcriptional modulation are among the weakest GR binding sites, weakest enhancers, and least dynamic regions of early nucleosome remodeling. However, it is consistent with observations that prolonged glucocorticoid exposure is required to induce apoptosis in many ALL cell lines [39] and that gene expression changes in glucocorticoid-treated cells show complex kinetics [40]. It will be fascinating to follow a time-course of ChIP-Seq and gene expression to understand how the evolving enhancer landscape relates to changes in transcription.

In summary, we have developed a novel method for using histone modification-directed ChIP-Seq to reveal dynamic nucleosome occupancy and position and describe, for the first time, functionally distinct modes of nucleosome remodeling upon chromatin binding by GR. Our approach can be readily adapted to study nucleosome and enhancer dynamics mediated by other transcription factors, and we look forward to a burgeoning understanding of how nucleosome remodeling affects gene expression.

## Methods

### Cell lines and cell culture

The RS4;11 cell line was obtained from ATCC (CRL-1873). Cultures were maintained at a density of 1.5–3 × 10^6^ cells/mL of medium (RPMI, 10 % FBS, 1 % penicillin/streptomycin). Two days prior to each experiment, cells were transferred to RPMI medium containing 10 % charcoal-dextran treated serum (CDT, Omega), again supplemented with 1 % penicillin/streptomycin. For dexamethasone treatment, cells were adjusted to a density of 2 × 10^6^ cells/mL in CDT-containing medium and treated by addition of 1 mM dexamethasone (Sigma) dissolved in 100 % ethanol for a final dexamethasone concentration of 10 nM and a final ethanol content of 0.001 %. Dexamethasone treatment duration was 1 h for ChIP-Seq and DNase-Seq experiments.

### Gene expression analysis

For gene expression experiments, cells were treated with dexamethasone as above for 0, 8, or 24 h. Five replicates were performed for each time point. RNA was isolated using Qiagen RNeasy Plus Mini columns. Transcripts were quantitated via hybridization to Agilent hgu133a2 microarrays. Quality control assessment of microarray data was performed using the arrayQualityMetrics [41] package. 

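Over all probe sets, the expression values of arrays of the same group correlated with r between 0.994 and 0.998. Within a group, a pair of arrays from day 1 or a pair from days 2 to 4 reached 0.997 to 0.998, and pairs that join day 1 to another day 0.994 to 0.996. The replicate left out of the untreated group is not analysed here. Between groups, r was 0.986 to 0.992 for untreated cells and 8 h, 0.985 to 0.993 for 8 h and 24 h, and 0.973 to 0.979 for untreated cells and 24 h, so the arrays of untreated cells and of 24 h lay farthest apart. These values run across probe sets, which are not independent replicates.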

Based upon these results, one of the unstimulated (0 h time point) replicates was excluded from subsequent analyses. Normalization and background correction were performed using the rma algorithm of the affy package [42]. 

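Of the probe sets, 20113 were annotated with at least 1 gene, 1043 of them with several, and 2164 had none, 62 of which are controls. The 19070 probe sets with 1 gene entered the variance filter, and 19058 of these have a gene with a current symbol. A probe set passed when its interquartile range over the 14 arrays was above the median of 0.285 on the log2 scale, which left 9535. The paper's count of 9953 was not met by any setting tried: all probe sets gave 11138 and those with at least 1 gene 10056. Filtering on variance does not use the group of an array, but it favors genes that differ between groups or days.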

Non-specific filtering was performed using the genefilter package [43] with a variance cutoff of 0.5, retaining 9953 of the initial 22,277 probe values. A single expression value for each gene at each time point was assigned using the mean of all corresponding probe values.

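For 1947 genes, the mean was taken over several probe sets that had passed the filter. At 8 h, 545 genes had at least 2 probe sets called against untreated cells, and in 543 of them the called probe sets went the same way. The exceptions, named after their values were seen, were TCF3, a transcription factor gene of B cell development, and PDE4DIP, which encodes a centrosome and Golgi protein. At 24 h, 1177 genes had at least 2 called probe sets, of which 1154 (98.0%) went the same way and 23 did not, so that the mean of such a gene can hide opposite probe sets.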

### Antibodies

For ChIP-Seq experiments, antibodies against the following targets were as follows: GR (1:1:1 mixture of Novus, NB300-731; Cell Signaling, D8H2; Abcam ab3579), PU.1 (1:1:1 mixture of Pierce, E.388.3; Cell Signaling 2266; Santa Cruz Biotechnology SC-352X), H3K4me1 (Abcam, ab8895), H3K4me2 (Millipore, 07-030), H3K4me3 (Abcam, ab8580), H3K27Ac (Abcam, ab4729).

### Chromatin immunoprecipitation, histone modifications

Isolation of nuclei was performed by sucrose gradient centrifugation as previously described [44]. Nuclei (5 × 10^7^ cells) were resuspended in 5 mL of MNase digestion buffer (50 mM Tris–HCl, 320 mM sucrose, 4 mM MgCl_2_, 1 mM CaCl_2_, pH 7.6). For digestion, 10 μL of MNase (New England Biolabs) was added and nuclei incubated at 37 °C for 2′45′′. Digestion was then stopped by addition of 100 μL of 0.5 M EDTA. Nuclei were pelleted and DNA-containing supernatant was removed. The remaining nuclear pellet was resuspended in 500 μL of 1 mM Tris–HCl, 0.2 mM EDTA, pH 7.6 and incubated at 4 °C for 30 min to extract larger DNA fragments. Nuclei were again pelleted and this supernatant was combined with the previous one. 100 μL of supernatant was removed from each sample and saved as input DNA for later analysis. The remaining supernatant was diluted eightfold using N-ChIP dilution buffer (50 mM Tris–HCl, 50 mM NaCl, 5 mM EDTA, pH 7.5; protease inhibitors). One-fourth of the diluted supernatant was used for each IP by addition of 20 μL antibody-coated protein G Dynabeads (Invitrogen) followed by incubation overnight at 4 °C. Chromatin-containing beads were isolated by magnetic separation and serially washed with 1 mL of cold (1) low-salt wash buffer (20 mM Tris–HCl, 150 mM NaCl, 2 mM EDTA, 0.1 % SDS, 1 % Triton X-100, pH 8.1; protease inhibitors), (2) high-salt wash buffer (20 mM Tris–HCl, 500 mM NaCl, 2 mM EDTA, 0.1 % SDS, 1 % Triton X-100, pH 8.1; protease inhibitors), (3) LiCl wash buffer (10 mM Tris–HCl, 250 mM LiCl, 1 mM EDTA, 1 % IGEPAL-CA630, 1 % sodium deoxycholate, pH 8.1; protease inhibitors), and (4) Tris–EDTA buffer. Beads were resuspended in 100 μL of elution buffer (100 mM NaHCO_3_, 1 % SDS). Input and ChIP samples were then subjected to RNase digestion by addition of 4 μL of 5 M NaCl and 1 μL DNase-free RNase A (10 mg/mL; Life Technologies) with incubation at 56 °C for 30 min. Protein digestion was then accomplished by addition of 1 μL proteinase K (NEB) and further incubation at 56 °C for 1 h. DNA was isolated using Qiagen MinElute PCR Purification Kit per manufacturer’s directions.

### Chromatin immunoprecipitation, transcription factors

For ChIP of transcription factor targets (GR, PU. 1), cells were resuspended in fixing buffer (50 mM HEPES, 100 mM NaCl, 0.8 mM EDTA, 0.5 mM EGTA, pH 7.6; protease inhibitors) at a concentration of 5 × 10^6^ cells/mL. Fixation was accomplished by addition of EGS (ethylene glycol-bis(succinic acid *N*-hydroxysuccinimide ester), 1.5 mM final concentration, Sigma) with incubation at room temperature for 30 min, followed by addition of formaldehyde (1 % final v/v ratio), and incubation at room temperature for 10 min. Quenching and isolation of nuclei were performed as previously described [45]. Nuclei were resuspended in cold sonication buffer (50 mM Tris–HCl, 1 mM EDTA, 0.5 % SDS, pH 7.6) at a concentration of 75 × 10^6^ cells/mL. 25 × 10^6^ cells were placed in each sonication tube (Covaris, Cat. 520056) and sonicated using a Covaris E220 Focused Ultrasonicator (duty cycle 20 %, intensity 10, pulse time 3 min × 6 pulses). 10 μL of sonicated chromatin was removed from each sample and saved as input DNA for later analysis. Sonicated samples were then diluted fivefold with RIPA buffer. Immunoprecipitation was done by addition of 100 μL antibody-coated protein G Dynabeads (Invitrogen) followed by incubation overnight at 4 °C. Chromatin-containing beads were isolated by magnetic separation and serially washed three times with 1 mL of cold high-salt LiCl buffer (100 mM Tris–HCl, 500 mM LiCl, 1 % IGEPAL-CA630, 1 % deoxycholate, pH 7.6) followed by 1 mL of cold TE. Elution, RNA digestion, and protein digestion were performed as described above. Reversal of cross-linking was done by incubation at 65 °C overnight, followed by DNA isolation as described above.

### DNase hypersensitivity

Isolation of nuclei for DNase hypersensitivity assays was performed by sucrose gradient centrifugation as described above with the addition of 0.15 mM spermine and 0.05 % spermidine to buffers. The nuclear pellet was resuspended in DNase digestion buffer (40 mM Tris–HCl, 10 mM NaCl, 6 mM MgCl_2_, 1 mM CaCl_2_, pH 7.9) at a concentration of 5 × 10^6^ cells/mL. DNase (Roche) digestion was performed using five different enzyme concentrations (40, 50, 60, 75, 90 U/mL) for each sample by incubation at 37 °C for 5 min. An additional cell sample was incubated without addition of exogenous DNase. Digestion was stopped by addition of an equal volume of stop-lysis buffer (50 mM Tris–HCl, 600 mM NaCl, 100 mM EDTA, 1 % SDS, pH 7.9). For sequencing purposes, 5 μg of genomic DNA isolated from the control sample was digested in a volume of 50 μL using 4 U/mL of DNase. This control digestion was stopped by adding 5 μL of 25 mM EDTA. DNA was isolated by phenol–chloroform extraction and ethanol precipitation.

### Library amplification and sequencing

Prior to library amplification, adequacy of DNA fragmentation (via MNase digestion, DNase digestion, or sonication) was verified by visualization on a 2 % agarose E-Gel (Life Technologies). DNA was size-selected using a Pippin Prep agarose gel system (2 % agarose, Sage Science) with an average fragment size of 150 bp for MNase-digested samples, 200 bp for sonicated samples, and 75 bp for DNase-digested samples. DNA yield was quantified using Quant-iT PicoGreen reagent (Life Technologies) and NanoDrop 3300 fluorospectrometer (Thermo Scientific). 1–2 ng of size-selected DNA was used for each library. ChIP DNA was end-repaired and adenylated as previously described [46]. Adenylated DNA fragments were ligated to Illumina TruSeq multiplexed adapters. Adapter-ligated DNA was then amplified using Phusion high-fidelity DNA polymerase (New England Biolabs) with TruSeq PCR primers (final concentration 0.5 mM) using the following thermocycler conditions: 98 °C × 30′; 7–9 cycles of 98 °C × 10′, 65 °C × 30′, 72 °C × 30′; 72 °C × 5 min. Single-end, 50 bp sequencing was performed at The Center for Cancer Computational Biology (Dana-Farber Cancer Institute, Boston, MA) using an Illumina HiSeq instrument.

### Data analysis

Sequences were aligned to the hg19 genome assembly with Bowtie 0.12.8 allowing one sequence mismatch and requiring unique alignments [47]. Peak-calling was performed with MACS1.4 using default settings, including unique read requirement and *p* value threshold of 1 × 10^−5^ [48]. Genome distribution of GR ChIP-Seq peaks was analyzed using the CEAS package [49]. Non-normalized ChIP-Seq signal files (.wig format) were also generated using MACS1.4. Signal files were then normalized using the ZScore tool of the Java Genomics Toolkit (JGK), creating wig files having global mean of 0 and global standard deviation of 1 [50]. These normalized ChIP-Seq signal files were used for all subsequent analyses. deltaH3K4me1, deltaH3K4me2, deltaH3K4me3, and deltaH3K27Ac files were created using the JGK Subtract tool and the deltaK4methyls file was created using the JGK Add tool. For visualization purposes, signal files were smoothed using the JGK GaussianSmooth tool with standard deviation of 20 bp. Motif analyses were performed using Haystack [51]. Area-under-the-curve measurements were performed using the WiggleTools package [52]. Gene ontology analyses were performed using the GREAT package [30].

*K*-means clustering was performed using the computeMatrix and heatmapper functions of deepTools [53]. We first estimated an appropriate *k* value by plotting the total within-groups sum of squares against the number of centroids, using a range of 5–80 centroids. Based upon this curve, we estimated that 25–30 centroids would provide a good fit to the data. As described by Kundaje et al. [7], we found that “anchoring” our signal window around the summit of the GR ChIP-Seq peak, rather than the center of a canonical GR binding motif, generated more reproducible clustering results.

In generating figures, we used the multiIntersectBed tool of the BEDTools2 package [54] and eulerAPE [55] to create Venn diagrams. Genome browser snapshots were generated using the Integrated Genome Viewer (IGV) [56]. Heatmaps and signal profiles were generated using deepTools. All other charts were generated using the ggplot2 package [57]. Statistical tests were performed using the stats package [58].

## Availability of supporting data

All microarray and sequencing data have been deposited in GEO (and SRA) with reference series GSE71617, comprised of subseries GSE71615 (microarray) and GSE71616 (ChIP-Seq and DHS).

## Additional file

10.1186/s13072-015-0046-0 GREAT output tables for the Gene Ontology (GO) and Mouse Phenotype ontologies (Excel format). GREAT analysis using all GR ChIP-Seq peaks (a), as well as subsets of GR peaks with central remodeling (b), minimal remodeling (c), non-central remodeling (d), or phased remodeling (e).

## Abbreviations

Ac: Acetyl
ALL: Acute lymphoblastic leukemia
AR: Androgen receptor
ChIP: Chromatin immunoprecipitation
DHS: DNase I hypersensitivity
ER: Estrogen receptor
GR: Glucocorticoid receptor
GREAT: Genomic regions enrichment of annotations tool
H3K4: Histone 3 lysine 4
H3K27: Histone 4 lysine 27
Me: Methyl
MNase: Micrococcal nuclease
NDR: Nucleosome-depleted region

How the deposited data were processed for this re-analysis (not part of the article)

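Transcripts of RS4;11 cells were measured on 14 arrays, 4 of untreated cells, 5 after 8 h and 5 after 24 h of dexamethasone at 10 nM. Each sample's group, replicate number, run and day were taken from the sample labels, and the dose and times also stand in the paper's methods. The authors background-corrected, normalized and summarized the arrays with the RMA method of the affy package (version not stated), left out 1 untreated array, and deposited log2 expression values for 22277 probe sets. Their variance filter and their mean per gene come after this step and are not in the values used. The signal on these arrays has no count of molecules behind it, so the spread between arrays of a group sets the precision.

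The following choices were made before the data were examined: the comparisons, the filters, the tests, 29 gene lists and the alternatives, apart from those named as later. Probe sets annotated with exactly 1 gene were kept. The paper's methods name genefilter with a variance cutoff of 0.5. This was read as the package's default, which removes probe sets at or below the 0.5 quantile of the interquartile range over all arrays, and the remaining probe sets were averaged per gene. This kept 9535 probe sets, where the paper has 9953, and no setting tried gave the paper's count. A limma model (lmFit and eBayes) over all 14 arrays gave the comparisons of 8 h with untreated cells, 24 h with untreated cells, and 24 h with 8 h, without a block. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and a gene passed at an adjusted p below 0.05. Gene lists were tested with limma's camera at its preset correlation of 0.01 between genes, adjusted over the 29 lists of a comparison, again with a correlation estimated from the data, and with fry. The estimated correlation is taken from the residuals of the model without a block, so differences between runs or days can enter it. It was not estimated with the run in the model.

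The lists hold canonical glucocorticoid-induced genes, metallothioneins, anti-apoptotic and pro-apoptotic BCL2 family members, inhibitors of mTOR signaling, mTORC1 components and activators, B-lineage transcription factors, pre-B and B cell receptor signaling, V(D)J recombination, MYC-regulated ribosome biogenesis, DNA replication and S phase, G2 and mitosis, and cell cycle inhibitors and G1 regulators. Further lists hold genes of glycolysis, oxidative phosphorylation, cholesterol synthesis, NF-kappaB-regulated inflammation, the interferon response, MHC class II presentation, the ATF4 pathway and the unfolded protein response, heat shock and immediate early genes, GR with its chaperones and cofactors, SWI/SNF subunits, H3K4 methyltransferases and demethylases, the ETS family, KMT2A-rearranged leukemia, and T and NK cell, monocyte and granulocyte, and erythroid and platelet markers. They were written from common knowledge of these pathways and cell types. Genes printed in Fig. 7f were reported singly and not tested as a set.

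The rule for named genes takes, against untreated cells, the 10 genes with the largest rise and the 10 with the largest fall among those that passed and whose groups did not overlap, the 5 in each direction between 24 h and 8 h, every gene the paper names, and up to 4 members of each list with the smallest adjusted p. Not every gene of this rule is printed: the subset of list members in the text was chosen after the values were seen. RGS2, GINS3, CCNE2, NPRL2, DEPDC5, IGLL1, TM7SF2, MKI67, TCF3 and PDE4DIP lie outside the rule and were also named after their values were seen. RUNX1, FNIP1, TBC1D7, FOXP1, PDCD1 and PIK3AP1 are named in the paper and have no probe set with a single gene.

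The alternatives were no variance filter, a filter at 0.75, a filter on dim probe sets, the probe set with the highest mean per gene, cyclic loess, a shift of every array to the same median, the run, the title number or the day as a block, the run as a random block, array weights, a trended and robust eBayes, only the groups compared in the model, stricter thresholds, other set tests, and each array left out in turn. For the count of probe sets kept, all probe sets, probe sets with at least 1 gene, 1 probe set per gene and the standard deviation as the measure were tried. Values within day 1, within days 2 to 4 and without run 5 were chosen after seeing the data, and there the filter was applied anew to the arrays used.

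The labels give the runs. Residuals of arrays from the same run correlated across genes with r between 0.376 and 0.640 in all 13 pairs, and 12 pairs were the best match of their arrays, so the runs pair the samples. The values shared by the 2 comparisons with untreated cells through the same control arrays were estimated with 100 simulated draws and with split controls. The count of genes shared under split controls and the means of lists between 24 h and 8 h in each run were chosen after seeing the data.

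The calculation was tested on simulated data with known changes. Of genes shifted by 0.5, 1 and 2 on the log2 scale in the 8 h group, 38 of 58, 71 of 72 and 70 of 70 were called, and 9 of 6563 unshifted genes. For 24 h against untreated cells, a list of 30 genes shifted by 0.5 gave an unadjusted p of 1.89e-53 with camera, and an unshifted one 0.405. These runs test the calculation and not whether camera's preset correlation holds for the real lists. There the estimated correlation ran from −0.02 for monocyte and granulocyte markers to 0.88 for metallothioneins. The tools were R 4.3.3, limma 3.58.1, genefilter 1.84.0, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9. GR binding, DNase sensitivity, histone marks, nucleosome remodeling and enrichment of regions are not analysed here.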

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

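The tests on the control transcripts, the test of normalization on the list of G2 and mitosis, and the values within day 1 or days 2 to 4 were chosen only after the result was seen.

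In all 3 groups the arrays of day 1 stood apart from those of days 2 to 4: 3341 of 6763 genes (49.4%) differed between them in limma with the group in the model, 1641 higher and 1700 lower on day 1. Normalization between arrays stays open. After cyclic loess 3228 genes still differed, but on values already normalized by RMA it moved the difference of a gene by a median of only 0.03, against a median of 0.27 for the genes that differed, so it could not have removed them. Labelling or RNA integrity has the values it needs and may be a cause: among genes with at least 2 probe sets that differed by day, these went opposite ways in 233 of 810 (28.8%, 95% confidence interval 25.7% to 32.0%), against 23 of 1177 (1.95%, 1.24% to 2.92%) for 24 h of dexamethasone. The difference of day 1 from the other days was 0.79 at the 5′ end of ACTB and −0.26 at its 3′ end, and 0.52 and 0.13 at those of GAPDH. At 24 h against untreated cells, the 3′, middle and 5′ probe sets of GAPDH had log2 fold changes of −0.34, −0.50 and −0.48 (adjusted p = 0.00259, 0.00269 and 0.0466 in limma), and those of ACTB did not pass. No biological explanation was tested, since the design names none for the days.

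Control transcripts, on which the paper does not report, were on average higher at 24 h than in untreated cells of the same run, by a mean of 0.51 on the log2 scale (SD 0.40 over 4 runs, −0.08 to 0.80) for 24 probe sets of controls added before labelling and 0.28 (SD 0.18, 0.07 to 0.47) for 18 probe sets of controls added to the hybridization. In limma with the run as a block, 20 and 18 of them passed. In limma without a block 0 and 6 did, with 2 and 12 higher at an unadjusted p under 0.05. At 8 h the means were 0.07 and 0.03. Hybridization or scanning, a difference between runs or days, and less messenger RNA per unit of total RNA after 24 h cannot be told apart with 4 runs, for which the smallest exact 2-sided p is 0.125. The first kind of control rose by 0.23 more than the second on average, within the SD of 0.27 (−0.14 to 0.49), and rose more in 3 of 4 runs; the smallest rise of the second kind was 0.065, under its SD. Day 1 differed from the other days by −1.24 for the first kind and 0.25 for the second.

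Genes of G2 and mitosis had a mean over the 4 runs of 0.17 at 8 h (SE 0.09, −0.02 to 0.32, 3 runs above 0) and −0.15 at 24 h (SE 0.11, 1 run above 0). At 24 h run 4 gave −0.46 and runs 1 to 3 gave −0.08, −0.06 and 0.02, and over all days the list did not pass camera (adjusted p = 0.196). Within days 2 to 4 the list did pass at 24 h (−0.28, adjusted p = 0.0361), and within day 1 it did not (−0.09, adjusted p = 0.905). Normalization between arrays stays open for the rise at 8 h: the mean was 0.18 after cyclic loess and 0.15 after a shift of the medians, but both moved it by far less than its SE of 0.09. A difference between runs or days stays open, because the change from 8 h to 24 h nearest to 0 over the 5 runs was −0.028, under the SD of 0.22. Longer time in dexamethasone stays open as well: only 2 of 4 runs had the mean above 0 at 8 h and below 0 at 24 h.

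For single genes, 1 array lay far from the others of its group in 24 of 420 groups tested, and chance gives about 1 in 20 (log2 values in brackets). Untreated replicate 1 had BCL2L11 (4.49) below the rest of the group, untreated replicate 2 had NR3C1 (11.62) below the rest of the group, and untreated replicate 3 had ID2 (8.25) above the rest of the group. Untreated replicate 4 had ERG (7.81) and DNTT (7.29) above the rest of the group and NINL (7.37) below the rest of the group. 8 h replicate 1 had IL6ST (7.64) and NFATC1 (7.08) above the rest of the group and ACTL6A (9.79) below the rest of the group. 8 h replicate 2 had MAD2L1 (11.78) above the rest of the group and PRKCD (6.72) below the rest of the group, 8 h replicate 3 had IL1B (5.58) and FJX1 (6.01) below the rest of the group, and 8 h replicate 4 had PHGDH (9.48) and VPREB1 (12.81) above the rest of the group. 24 h replicate 1 had DEPDC5 (6.95) below the rest of the group, and 24 h replicate 3 had SGK1 (11.81) above the rest of the group and CD79B (10.18) below the rest of the group. 24 h replicate 4 had FLI1 (9.63), BLK (9.71) and CDK4 (9.18) above the rest of the group and MCM10 (5.59) and GZMA (4.52) below the rest of the group, and 24 h replicate 5 had CDC6 (5.48) above the rest of the group.

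The effects at 8 h and 24 h differed for 98 named genes and, at camera's preset correlation, 11 lists by the test of the difference itself, the comparison of 24 h with 8 h in limma and camera; values are log2 differences, and the largest adjusted p was 0.0313, for ETS1. Among the genes of the largest rises, the later effect was higher for P2RY14 (0.92), TMEM100 (1.55), MYRIP (0.80), IL1R2 (1.89), FAM171A1 (1.44), LILRA1 (0.42), KLF2 (1.21), ZBTB16 (1.33), SGK1 (0.87), MORC1 (4.18), FMO5 (2.27), IL1R1 (2.62), MXRA7 (2.32) and ABCA1 (1.98) and lower for MAP3K6 (−0.54). Glucocorticoid-induced genes and inhibitors of mTOR signaling gained after 8 h, with PIK3IP1 (1.13), TSC22D3 (0.45), DDIT4 (0.38), SESN1 (0.42), FLCN (0.57), DEPTOR (0.68), BTG1 (0.64), NFKBIA (0.29) and ISG20 (0.51), as did the paper's genes CTNNBL1 (0.18) and NR3C1 (0.18). In DNA replication and the cell cycle the later effect was lower for GINS2 (−3.39), MCM10 (−3.21), CDC6 (−3.24), DTL (−2.77), MCM4 (−2.73), UNG (−1.99), CDC45 (−2.68), POLE2 (−2.61), GINS3 (−0.63), CCNE2 (−0.52), CDK4 (−1.12), RBL1 (−1.98), MAD2L1 (−0.56), TTK (−0.65), AURKB (−0.81) and MKI67 (−0.61). Genes of ribosome biogenesis, respiration and sterol metabolism went down, with CAD (−1.10), IPO4 (−0.66), MRTO4 (−1.10), WDR12 (−0.93), NDUFV1 (−0.82), CYCS (−0.75), FDPS (−0.92) and ACAT2 (−1.21), while the glycolysis regulator PFKFB3 (1.27) and the reductase gene TM7SF2 (0.34) went up. The single genes PHGDH (−0.98), PSPH (−0.72), GLDC (−1.46) and ASS1 (−2.24) of amino acid metabolism, for which no list was tested, went down. The ATF4 list, which holds PHGDH and PSPH, did not pass between 24 h and 8 h (−0.08, adjusted p = 0.812 from camera). The metallothioneins MT1X (−0.45), MT2A (−0.71) and MT1H (−0.59) and the genes NINL (−0.67), FJX1 (−0.84) and LGR5 (−0.57) fell further or back. Among B cell and leukemia genes, CD79B (1.05), BLK (0.57), VPREB3 (0.54), VPREB1 (0.28), SYK (0.40), PLCL2 (0.36), POU2AF1 (0.59), IL7R (0.31), IL6ST (0.70), JAK1 (0.67), NFATC1 (0.36), PIK3R1 (0.33), ID2 (0.76), FOXO1 (0.75), LMO2 (0.47), LGALS1 (1.50) and FLT3 (0.40) rose and IGLL1 (−0.33), ETS1 (−0.36) and PRKDC (−1.03) fell. The remaining genes were ROS1 (0.65), RRAGB (0.35), RRAGC (0.52), TNFAIP3 (1.14), BCL2L11 (0.59), MX1 (1.51), HLA-DQB1 (0.33), NR3C2 (0.54), KDM5B (0.82), ETS2 (0.44) and GP9 (0.51) with a rise, and MLST8 (−0.36), BID (−0.35), CCL5 (−1.36), ACTL6A (−0.64) and DEPDC5 (−0.30) with a fall. Of the lists, only S phase also passed with an estimated correlation (adjusted p = 0.00765), and the others did not (0.0541 to 0.606). They were canonical glucocorticoid-induced genes (0.46), inhibitors of mTOR signaling (0.35), B-lineage transcription factors (0.23), pre-B and B cell receptor signaling (0.28), KMT2A-rearranged leukemia (0.40), MYC-regulated ribosome biogenesis (−0.52), S phase (−1.81), G2 and mitosis (−0.38), oxidative phosphorylation (−0.33), cholesterol synthesis (−0.49) and metallothioneins (−0.66).

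Some of these differences did not pass when 1 array was left out. The difference of LGR5 was not called without any 1 of 8 h replicates 4 or 5 (−0.46 with adjusted p = 0.0589 without 8 h replicate 5), that of CTNNBL1 without any 1 of 8 h replicate 4 or 24 h replicate 5 (0.17 with adjusted p = 0.0569 without 24 h replicate 5), and that of NR3C1 without any 1 of 24 h replicates 3 to 5 (0.16 with adjusted p = 0.0609 without 24 h replicate 5). For DEPTOR this was so without any 1 of 8 h replicates 1 or 2 or 24 h replicates 4 or 5 (0.48 with adjusted p = 0.0892 without 24 h replicate 5), and for DEPDC5 without any 1 of 8 h replicates 3 to 5 or 24 h replicate 1 (−0.24 with adjusted p = 0.0834 without 24 h replicate 1). ETS1 and the list of B-lineage transcription factors were likewise lost without single arrays, ETS1 without any 1 of 8 h replicates 1, 2 or 5 or 24 h replicates 1 or 3 to 5 (−0.30 with adjusted p = 0.0838 without 8 h replicate 2), and the list without untreated replicate 1 or 24 h replicates 3 or 4 (0.22 with adjusted p = 0.0618 without 24 h replicate 4).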

How the results depend on the processing

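The alternatives that use only day 1, only days 2 to 4 or all runs but run 5, and the splits for single lists, were chosen only after the result was seen.

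Without the variance filter, the medians of genes above and below 0 at 8 h were 0.10 and −0.10, and with a filter at 0.75 they were 0.31 and −0.30, with 2854 genes called at 24 h and 7 lists between 24 h and 8 h; with fewer genes tested, fewer can be called. Array weights gave 4121 genes at 8 h and medians of 0.28 and −0.26, and the cause was not tested. An adjusted p below 0.01 left 1525 genes at 8 h, and an absolute log2 fold change of at least 1 left 232 genes at 8 h, 834 at 24 h and 259 between them, as stricter thresholds must. Taking 1 probe set per gene left 5981 probe sets after the filter. Apart from the numbers of lists given next, all other settings kept the counts of genes and lists within 1.5 times, and the medians and the correlation within the spread between replicates.

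With an estimated correlation, camera called 1, 2 and 1 lists at 8 h, at 24 h and between them: the glucocorticoid list at 8 h and 24 h and the S-phase list at 24 h and between 24 h and 8 h. Fry, which asks whether a list moves at all, called 16, 24 and 19, and gave cell cycle inhibitors and G1 regulators at 24 h (mean −0.10) the opposite direction to camera. Within days 2 to 4, camera called 13 lists at 24 h, and the cause was not tested. Reversed values, whose cause was not tested, were ABCA1 at 8 h (−0.49), DEPTOR at 24 h (−0.16) and FCER1G between 24 h and 8 h (−0.46) within day 1, and glycolysis between 24 h and 8 h, with 0.40 within day 1 (adjusted p = 0.00809) and −0.22 within days 2 to 4 (adjusted p = 0.0375) around a pooled 0.03. Over the settings run with camera, those within days included and fry left out, the adjusted p of the list of mTOR inhibitors was 0.000781 to 0.714, called in 27 of 33 at 8 h, and 0.00585 to 0.242, called in 27 of 33 at 24 h. It was 1.07e-06 to 0.698, called in 29 of 33 for G2 and mitosis at 8 h, 0.00804 to 0.0968, called in 22 of 33 for KMT2A-rearranged leukemia at 24 h, and 0.00228 to 0.309, called in 28 of 33 for B-lineage transcription factors between the times. For the lists of oxidative phosphorylation and KMT2A-rearranged leukemia at 24 h, a filter at 0.75 ended the call (−0.50 with adjusted p = 0.0571, and 0.81 with adjusted p = 0.0800).

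With the run as a replicate block, 3141, 4805 and 4047 genes were called at 8 h, at 24 h and between them, with the title number 3036, 4761 and 4002, with the day 3187, 4832 and 4063, and with the run as a random block 3097, 4741 and 3948. The block on the run ended the calls of PFKFB3 at 8 h, DEPTOR at 24 h and the list of mTOR inhibitors at both times, and no other call of a named gene or list; it added calls for 11, 3 and 13 named genes. Within day 1, 2586, 4324 and 3426 genes were called, within days 2 to 4, 2603, 4603 and 3683, and without run 5, 2058, 4140 and 2795.

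Leaving out each array in turn gave 1824 to 2376 genes at 8 h, 4031 to 4366 at 24 h and 2925 to 3317 between them, with 7 to 9, 5 to 8 and 10 to 11 lists. The medians ranged from 0.17 to 0.21 and from −0.20 to −0.17, the correlation of the 2 times from 0.823 to 0.846, and 9535 probe sets passed each time. Of 314 called results of named genes, 23 lost the call without at least 1 array, and of 25 called lists 3 did: G2 and mitosis at 8 h without untreated replicate 3 (0.17, adjusted p = 0.0606), KMT2A-rearranged leukemia at 24 h, and B-lineage transcription factors between the times.

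Chance was tested with 100 of the 126 splits of the arrays into groups of the same sizes. Over these splits, which leave the runs aside, chance can be excluded for the number of genes: only the real split reached 2335 genes at 8 h (highest other 1640), 4289 at 24 h (highest other 3580) and 3242 between them (highest other 973), 1 of 100 each time. For the number of lists it cannot be excluded at 8 h (8 lists; 14 splits as high, highest other 10) or at 24 h (6; 46 splits, highest other 12), and can between the times (11; 3 splits, highest other 11). Other splits that part as many runs as the real one called up to 1097 genes at 8 h, 2982 at 24 h and 0 between the times, all below the real counts. With the real one they number 14, 13 and 11, too few for a share under 0.05, for genes as for lists. The split by day called 1097 genes at 8 h and 21 at 24 h. For single lists, 3 of 8, 5 of 6 and 3 of 11 called lists had a p as small in under 5 of 100 splits. For the others chance cannot be excluded over splits that leave the runs aside, and the 14, 13 and 11 that part as many runs as the real one are too few for a share under 0.05: G2 and mitosis (48 splits), metallothioneins (18), S phase (11), glycolysis (10) and the ATF4 pathway (6) at 8 h, oxidative phosphorylation (34) at 24 h, and between the times oxidative phosphorylation (33), metallothioneins (29), G2 and mitosis (21), cholesterol synthesis (20), KMT2A-rearranged leukemia (10), pre-B and B cell receptor signaling (8), inhibitors of mTOR signaling (6) and B-lineage transcription factors (5). Lists with under 5 of 100 splits were also read over the splits that part as many runs, the real one included. There, as small a p came in 3 of 14 for ribosome biogenesis at 8 h and 2 of 13 for mTOR inhibitors at 24 h. Between the times it came in 2 of 11 for glucocorticoid-induced genes and 2 of 11 for ribosome biogenesis. In the rest of these lists only the real split gave it. On arrays the signal over background limits which genes can be read, and genes removed by the variance filter were not tested unless this is stated.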

Other observations

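The values within day 1 and within days 2 to 4 were chosen only after the result was seen. Log2 fold changes in brackets are those at 8 h and 24 h against untreated cells in limma, and genes passed or did not pass at an adjusted p below 0.05. These calls are from the model without a block. With the run as a block, 11 more named genes were called at 8 h and 3 more at 24 h, which are not marked here.

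Genes of apoptosis went both ways: BCL2L11 (1.01 and 1.60), which encodes the killer protein BIM, rose at both times, BCL2 (−0.63 and −0.74), the survival gene, fell, and BID (−0.76 and −1.11), another pro-apoptotic gene, fell too. As groups these did not pass: among anti-apoptotic BCL2 family members, of 4 genes 0 were higher and 1 lower at 8 h, 0 and 2 at an unadjusted p under 0.05 in limma, and 1 and 1 at 24 h (the same adjusted over the list alone, with means of −0.22 and −0.18 and adjusted p = 0.403 and 0.729 from camera), and among pro-apoptotic members, of 6 genes 1 was higher and 2 lower at 8 h and 1 and 1 at 24 h (1 and 3, and 1 and 1, adjusted over the list alone, with means of −0.08 and 0.08 and adjusted p = 0.500 and 0.943 from camera). Among cell cycle inhibitors and G1 regulators, of 12 genes 3 were higher and 2 lower at 8 h and 5 and 4 at 24 h (3 and 3, and 5 and 4, adjusted over the list alone, with means of −0.02 and −0.10 and adjusted p = 0.992 and 0.879 from camera), with BTG1 (1.13 and 1.77), an antiproliferative gene, higher at both times, CDK4 (−0.74 and −1.86), a kinase gene of G1, lower at both, and RBL1 (−0.33 and −2.32), a pocket protein gene, lower at 24 h only. Among mTORC1 components and activators, of 18 genes 4 were higher and 5 lower at 8 h and 6 and 6 at 24 h (4 and 6, and 7 and 6, adjusted over the list alone, with means of −0.08 and −0.05 and adjusted p = 0.992 and 0.897 from camera), with RRAGC (0.43 and 0.95), a GTPase gene of amino acid sensing, higher and MLST8 (−0.34 and −0.70), a core subunit, lower at both times. In V(D)J recombination, of 8 genes 0 were higher and 2 lower at 8 h, 1 and 2 at an unadjusted p under 0.05 in limma, and 1 and 7 at 24 h (the same adjusted over the list alone, with means of −0.24 and −0.53 and adjusted p = 0.403 and 0.121 from camera); DNTT (−1.32 and −1.80), which adds nucleotides to the joints, fell at both times and PRKDC (−0.10 and −1.13), a DNA repair kinase gene, at 24 h only.

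In Fig. 7f the genes known from mTOR signaling are printed beside the mouse phenotype terms on B cells and those known from B cells beside the GO terms on TOR signaling, an order that looks exchanged, so here they are grouped by what is known of them. Of the mTOR genes, DDIT4 (1.94 and 2.31), FLCN (0.56 and 1.13), PDCD6 (0.62 and 0.83) and RRAGB (0.27 and 0.62) rose at both times, and ROS1 (−0.08 and 0.57), a receptor kinase gene, at 24 h only. The call of RRAGB at 8 h ended without any 1 of untreated replicates 1 or 2 (0.23 with adjusted p = 0.0586 without untreated replicate 2). DEPTOR (−0.06 and 0.62), an inhibitor of mTOR, passed at 24 h only (adjusted p = 0.0465), and that call ended with the run as a block (adjusted p = 0.0931) and without any 1 of untreated replicates 1, 3 or 4, 8 h replicates 1 to 5 or 24 h replicates 3 to 5 (0.42 with adjusted p = 0.182 without untreated replicate 4). Within day 1 the 24 h value of DEPTOR had the opposite sign. RHEB (0.14 and 0.16) did not pass, nor, without the variance filter, did ARAF (0.09 and 0.01), GAS6 (−0.07 and −0.06) or SH3BP4 (−0.08 and −0.03).

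Of the B cell genes in that figure, IL6ST (1.83 and 2.53), NFATC1 (0.33 and 0.69), IL7R (0.24 and 0.56) and PIK3R1 (0.25 and 0.58), which pass on cytokine or antigen signals, rose at both times, and LYL1 (−0.27 and −0.36), a leukemia transcription factor gene, fell at both. The 8 h calls of IL7R, PIK3R1 and LYL1 ended when 1 array was left out: IL7R without any 1 of untreated replicates 1 or 2 or 8 h replicate 5 (0.21 with adjusted p = 0.0803 without untreated replicate 2), PIK3R1 without any 1 of untreated replicates 1 or 2 or 8 h replicates 3 or 4 (0.24 with adjusted p = 0.0608 without untreated replicate 1), and LYL1 without any 1 of untreated replicates 1 to 3 or 8 h replicates 3 to 5 (−0.24 with adjusted p = 0.0876 without untreated replicate 2). At 24 h only, CD79B (−0.07 and 0.98), JAK1 (0.17 and 0.84), SYK (−0.10 and 0.30), TNFAIP3 (−0.12 and 1.01), POU2AF1 (−0.29 and 0.30) and, without the variance filter, VPREB1 (−0.13 and 0.15) passed as higher, as did IKZF1 (0.22 and 0.26), whose change between the time points did not pass. The call of IKZF1 ended without 24 h replicate 5 (0.21, adjusted p = 0.0501), that of POU2AF1 without any 1 of untreated replicates 1, 2 or 4 or 24 h replicates 3 to 5 (0.28 with adjusted p = 0.0728 without untreated replicate 2), and that of VPREB1 without any 1 of untreated replicate 4 or 24 h replicates 1 or 4 (0.12 with adjusted p = 0.104 without untreated replicate 4). DICER1 (0.04 and 0.12), MS4A1 (−0.02 and −0.13), PLCL2 (−0.23 and 0.13) and RAC2 (−0.26 and −0.15) did not pass, nor, without the variance filter, did IRF8 (−0.11 and 0.09), KIT (0.08 and 0.03), PRKCD (−0.01 and 0.18) and ZEB1 (0.0035 and 0.03). Means over probe sets that disagree lie behind some of these results: of the probe sets of IKZF1 only 1 of 3 passed, as higher at both times, and of PIK3R1 1 of 3 passed at 8 h. For DICER1 2 of 4 passed as higher at 24 h and 1 as lower at 8 h, for RHEB 1 of 3 as higher at 8 h and 2 of 3 at 24 h, and for PLCL2 1 of 2 as lower at 8 h.

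Among the transcription factors and remodelers the paper names, FLI1 (0.30 and 0.32), ERG (0.31 and 0.45) and ELF1 (0.31 and 0.45) rose at both times, ELK4 (−0.39 and −0.56) fell at both, and ETS1 (0.42 and 0.06) rose at 8 h only. The 8 h calls of ERG, ELF1 and ETS1 ended when 1 array was left out: ERG without any 1 of untreated replicates 1 to 3 or 8 h replicates 4 or 5 (0.26 with adjusted p = 0.149 without untreated replicate 2), ELF1 without any 1 of untreated replicates 1 or 2 or 8 h replicates 3 to 5 (0.25 with adjusted p = 0.135 without untreated replicate 2), and ETS1 without any 1 of untreated replicates 1 or 3 or 8 h replicates 1 or 2 (0.35 with adjusted p = 0.0914 without untreated replicate 3). SMARCA4 (−0.19 and −0.22), an ATPase of SWI/SNF, fell at 24 h, a call that ended without any 1 of untreated replicates 1 to 4, 8 h replicates 1, 4 or 5 or 24 h replicates 1 to 5 (−0.19 with adjusted p = 0.124 without untreated replicate 4). ETV6 (0.10 and 0.11) did not pass, nor, without the variance filter, did SPI1 (−0.23 and −0.0024) and GABPA (0.02 and 0.07).

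The remaining lists did not pass camera against untreated cells over all days. The list of H3K4 enzymes and that of cell cycle inhibitors and G1 regulators each join genes of opposite function. Their means therefore do not speak for either kind. Within days 2 to 4, heat shock and immediate early genes passed at 8 h (−0.33, adjusted p = 0.0432), with 0.004 within day 1 (adjusted p = 0.739). MHC class II presentation passed there at 24 h (0.33, adjusted p = 0.0361), with the opposite sign within day 1 (−0.16, adjusted p = 0.905). So did the ETS family at 24 h (0.35, adjusted p = 0.0361), with 0.22 within day 1 (adjusted p = 0.505). Among NF-kappaB-regulated inflammatory genes, of 12 genes 2 were higher and 4 lower at 8 h and 4 and 3 at 24 h (the same adjusted over the list alone, with means of −0.25 and −0.21 and adjusted p = 0.403 and 0.943 from camera), with the inhibitor gene NFKBIA (1.41 and 1.70) higher and the chemokine gene CCL5 lower at both times (−2.36 at 24 h). Among interferon-stimulated genes, of 26 genes 6 were higher and 8 lower at 8 h and 12 and 10 at 24 h (6 and 9, and 12 and 10, adjusted over the list alone, with means of 0.06 and 0.17 and adjusted p = 0.992 and 0.672 from camera), with the antiviral genes ISG20 (2.16 and 2.67) and MX1 (1.53 and 3.04) higher. In MHC class II presentation, of 9 genes 1 was higher and 1 lower at 8 h, 2 and 1 at an unadjusted p under 0.05 in limma, and 5 and 2 at 24 h (0 and 0, and 5 and 2, adjusted over the list alone, with means of −0.03 and 0.12 and adjusted p = 0.992 and 0.589 from camera), with HLA-DQB1 (0.17 and 0.50) higher at 24 h only. Among heat shock and immediate early genes, of 15 genes 2 were higher and 4 lower at 8 h and 3 and 5 at 24 h (the same adjusted over the list alone, with means of −0.17 and −0.32 and adjusted p = 0.500 and 0.408 from camera), with MYC (−1.11 and −0.96) lower at both times. For GR with its chaperones and cofactors, of 15 genes 4 were higher and 3 lower at 8 h and 7 and 5 at 24 h (5 and 3, and 7 and 5, adjusted over the list alone, with means of 0.23 and 0.27 and adjusted p = 0.403 and 0.598 from camera), with the mineralocorticoid receptor gene NR3C2 (0.66 and 1.19) higher. Among SWI/SNF subunits, of 14 genes 1 was higher and 3 lower at 8 h and 1 and 6 at 24 h (1 and 3, and 1 and 5, adjusted over the list alone, with means of −0.05 and −0.10 and adjusted p = 0.578 and 0.589 from camera), with ACTL6A (−0.32 and −0.95) lower at both times. Among H3K4 methyltransferases and demethylases, of 7 genes 2 were higher and 1 lower at 8 h and 4 and 1 at 24 h (the same adjusted over the list alone, with means of 0.19 and 0.33 and adjusted p = 0.410 and 0.482 from camera), with the demethylase gene KDM5B (1.11 and 1.94) higher, and in the ETS family, of 20 genes 6 were higher and 2 lower at 8 h and 7 and 2 at 24 h (6 and 2, and 6 and 2, adjusted over the list alone, with means of 0.06 and 0.13 and adjusted p = 0.410 and 0.482 from camera), with ETS2 (0.81 and 1.24) higher. Of lists that over all days passed only between 24 h and 8 h, B-lineage transcription factors gave 4 higher and 8 lower at 8 h and 7 and 5 at 24 h (adjusted p = 0.410 and 0.598), pre-B and B cell receptor signaling 7 higher and 8 lower at 8 h and 14 and 5 at 24 h (adjusted p = 0.992 and 0.0733), and cholesterol synthesis 1 higher and 0 lower at 8 h, 3 and 1 at an unadjusted p under 0.05 in limma, and 1 and 5 at 24 h (adjusted p = 0.403 and 0.388), all from camera. Pre-B and B cell receptor signaling did pass at 24 h within days 2 to 4 (0.32, adjusted p = 0.0126), but not within day 1 (0.19, adjusted p = 0.138). Its 24 h mean was called in 11 of 33 settings run with camera. The pooled mean of cholesterol synthesis at 8 h, 0.16, joins means of opposite sign, 0.59 within day 1 (adjusted p = 1.64e-07) and −0.24 within days 2 to 4 (adjusted p = 0.0693). At 24 h cholesterol synthesis passed within days 2 to 4 (−0.63, adjusted p = 0.00962), but not within day 1 (−0.04, adjusted p = 0.955). Some lists called at 8 h did not pass camera at 24 h. The ATF4 pathway had 2 higher and 14 lower (−0.61, adjusted p = 0.0733), and passed within day 1 (adjusted p = 0.0373) and within days 2 to 4 (adjusted p = 0.0361). Glycolysis stood at −0.44 (adjusted p = 0.154), with −0.06 within day 1 (adjusted p = 0.927) and −0.67 within days 2 to 4 (adjusted p = 0.00152). Metallothioneins stood at 0.22 (adjusted p = 0.482).

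Markers of other cell types were read as a check on the cells. Among T and NK cell markers, of 7 genes 2 were higher and 4 lower at 8 h and 2 and 3 at 24 h (2 and 5, and 2 and 3, adjusted over the list alone, with means of 0.01 and 0.20 and adjusted p = 0.500 and 0.922 from camera), with the granzyme gene GZMA (1.22 and 1.29) higher. Among monocyte and granulocyte markers, of 6 genes 1 was higher and 2 lower at 8 h and 4 and 2 at 24 h (the same adjusted over the list alone, with means of 0.07 and 0.30 and adjusted p = 0.684 and 0.672 from camera), with the Fc receptor chain gene FCER1G (1.51 and 1.61) higher, and among erythroid and platelet markers, of 6 genes 1 was higher and 0 lower at 8 h, 1 and 0 at an unadjusted p under 0.05 in limma, and 1 and 1 at 24 h (the same adjusted over the list alone, with means of 0.03 and 0.07 and adjusted p = 0.992 and 0.943 from camera), with the platelet glycoprotein gene GP9 (0.82 and 1.33) higher.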
